# Vandetanib drives growth arrest and promotes sensitivity to imatinib in chronic myeloid leukemia by targeting ephrin type‐B receptor 4

**DOI:** 10.1002/1878-0261.13270

**Published:** 2022-06-27

**Authors:** Weina Ma, Man Zhu, Bo Wang, Zhengyan Gong, Xia Du, Tianfeng Yang, Xianpeng Shi, Bingling Dai, Yingzhuan Zhan, Dongdong Zhang, Yanhong Ji, Yang Wang, Song Li, Yanmin Zhang

**Keywords:** chronic myeloid leukemia, combined treatment, EPHB4, vandetanib

## Abstract

The oncogenic role of ephrin type‐B receptor 4 (EPHB4) has been reported in many types of tumors, including chronic myeloid leukemia (CML). Here, we found that CML patients have a higher *EPHB4* expression level than healthy subjects. *EPHB4* knockdown inhibited growth of K562 cells (a human immortalized myelogenous leukemia cell line). In addition, transient transfection of *EPHB4* siRNA led to sensitization to imatinib. These growth defects could be fully rescued by *EPHB4* transfection. To identify an EPHB4‐specific inhibitor with the potential of rapid translation into the clinic, a pool of clinical compounds was screened and vandetanib was found to be most sensitive to K562 cells, which express a high level of EPHB4. Vandetanib mainly acts on the intracellular tyrosine kinase domain and interacts stably with a hydrophobic pocket. Furthermore, vandetanib downregulated EPHB4 protein via the ubiquitin‐proteasome pathway and inhibited PI3K/AKT and MAPK/ERK signaling pathways in K562 cells. Vandetanib alone significantly inhibited tumor growth in a K562 xenograft model. Furthermore, the combination of vandetanib and imatinib exhibited enhanced and synergistic growth inhibition against imatinib‐resistant K562 cells *in vitro* and *in vivo*. These findings suggest that vandetanib drives growth arrest and overcomes the resistance to imatinib in CML via targeting EPHB4.

**Abbreviations**
AC: affinity chromatography
BaF3: mouse B lymphocyte cells
CML: chronic myeloid leukemia
Ct: threshold cycle
EGFR: epidermal growth factor receptor
EPHB4: ephrin type‐B receptor 4
GEO: Gene Expression Omnibus
GO: gene ontology
MCs: mononuclear cells
MD: molecular dynamics
NPT: constant pressure and constant temperature
NVT: constant volume and constant temperature
PB: peripheral blood
PDB: protein data bank
Ph: Philadelphia
PVDF: polyvinylidene difluoride
RMSD: root mean square deviation
RMSF: root‐mean‐square fluctuation.
SEM: mean ± standard error of means
SPR: surface plasmon resonance
TBST: Tris‐buffered saline containing 0.05% Tween‐20
TIE2: tyrosine kinase with immunoglobulin and EGF domains‐2
TKI: tyrosine kinase inhibitors
VEGFR‐2: vascular endothelial growth factor receptor 2

## 1 Introduction

Chronic myeloid leukemia (CML) is a myeloproliferative disease which accounts for about 15% of newly diagnosed cases of leukemia in adults [1]. It seriously affects human life and health and is a clinical problem that seriously troubles the medical community. Molecular targeted therapy with the characteristics of high efficiency and low toxicity is widely used in antitumor treatment [2]. The development of targeted drugs will provide new strategies for tumor therapy. However, the lack of targets and drugs makes targeted therapy not beneficial to every patient with tumor.

Ephrin type‐B receptor 4 (EPHB4), a transmembrane tyrosine kinase receptor, is overexpressed and plays an important role in the overgrowth of several epithelial tumors, including colon, prostate, breast and ovarian tumors [3, 4]. EPHB4 has an extracellular region containing an ephrin‐binding domain, a cysteine‐rich domain and two fibronectin type III repeats, and an intracellular region containing a tyrosine kinase domain, a sterile alpha motif and a PDZ‐binding motif [4]. The extracellular region and tyrosine kinase domain represent excellent targets for developing high‐affinity antagonistic compounds [5, 6, 7]. EPHB4 activation can promote cancer growth, migration and metastasis by activating downstream signaling pathways including the RAS/MEK/ERK and EPHB4/RHOA pathways [8, 9]. Therefore, EPHB4 is a promising therapeutic target for the development of novel treatment for various types of cancers [10]. However, little is known about its role in hematologic malignancies.

Chronic myeloid leukemia is characterized by the Philadelphia (Ph) chromosome, which is present in more than 95% of the CML patients [11], and caused by the translocation between chromosome 9 and 22, which leads to the generation of a chimeric gene product named BCR‐ABL [12]. Despite significant progress in developing various tyrosine kinase inhibitors (TKIs), such as imatinib, dasatinib, nilotinib, bosutinib and ponatinib, their clinical impact is limited by the development of drug resistance in CML patients [13, 14, 15]. Tyrosine kinase inhibitors do not completely eradicate CML, but tend to leave most patients in need of lifelong therapy [12, 16, 17]. Recent reports show that EPHB4 is highly expressed in K562 cells [10, 18], and high expression of EPHB4 is associated with imatinib and dasatinib resistance [9, 17, 19], suggesting that EPHB4 may represent a potential target for CML therapy.

To identify an EPHB4 inhibitor with a potential of rapid translation into clinic, a pool of clinically approved TKIs and compounds was screened in this study. Vandetanib (Caprelsa, *N*‐(4‐bromo‐2‐fluorophenyl)‐6‐methoxy‐7‐[(1‐methylpiperidin‐4‐yl)methoxy]quinazolin‐4‐amine) is approved by the United States Food and Drug Administration for the treatment of metastatic medullary thyroid tumor, which is considered as an oral multiple TKI including vascular endothelial growth factor receptor 2 (VEGFR‐2), epidermal growth factor receptor (EGFR), tyrosine kinase with immunoglobulin and EGF domains‐2 (TIE2) and SRC tyrosine kinase families [20, 21]. In this study, whether vandetanib could target EPHB4 was investigated. More importantly, the potential of vandetanib in arresting CML tumor growth and synergistic action with imatinib in inhibiting imatinib‐resistant CML tumor growth were also examined both *in vitro* and *in vivo*.

## 2 Materials and methods

### 2.1 Chemical and reagents

Vandetanib, afatinib, lapatinib, sunitinib, sorafenib and erlotinib (purity ≥ 98%) were purchased from Ange Pharmaceutical (Nanjing, China). NVP‐BHG712 (purity ≥ 98%) was purchased from Sigma‐Aldrich (St. Louis, MO, USA). Iscove's Modified Dulbecco's Medium (IMDM), RPMI 1640 medium, Dulbecco's Modified Eagle Medium (DMEM), trypsin, 3‐(4,5‐dimethylthiazol‐2‐yl)‐2.5‐diphenyl‐2H‐tetrazolium bromide (MTT) and dimethylsulfoxide (DMSO) were purchased from Sigma‐Aldrich. The RNAfast200 kit was purchased from Fastagen (Shanghai, China) and lipofectamine 2000 reagent was purchased from Invitrogen (Carlsbad, CA, USA). PrimeScript RT Master Mix Perfect Real Time kit, SYBR® Premix Ex TaqTM II and a Thermal Cycle Dice Real time system were purchased from TaKaRa (DRR036A) Biotechnology (Dalian, China). Annexin V‐FITC apoptosis detection kit was purchased from Beyotime Institute of Biotechnology (Shanghai, China). EPHB4 proteins (ag10042 and ag16996) were from Proteintech (Wuhan, China). EPHB4 kinase was obtained from Carna Biosciences (Kobe, Japan). Kinase‐Glo Plus luminescence kinase assay kit was from Promega (Madison, WI, USA). EPHB4 lentivirus was from VectorBuilder Inc. (Guangzhou, China).

The information about the antibodies used in western blot assay is shown in Table S1. BCA protein assay reagent kit and SuperSignal® West Pico were purchased from Pierce Biotechnology (Waltham, MA, USA). Protease inhibitor cocktail and phosphatase inhibitor cocktail were purchased from Roche (Basel, Switzerland).

### 2.2 Animals

Six to eight weeks male BALB/c‐nu mice (the Experimental Animal Center of Xi'an Jiaotong University, Xi'an, China) were used for all *in vivo* experiments. Mice were housed in a specific pathogen‐free laboratory animal room. The methods were carried out in accordance with the approved guidelines of the department of biomedical ethics committee of Xi'an Jiaotong University (No. 2019–966).

### 2.3 Cell lines and cell culture

K562, JLTRG, H9 and MEG‐01 cells were from Shanghai Institute of Cell Biology in the Chinese Academy of Sciences (Shanghai, China). Murine FDC‐P1 hematopoietic cells were from Institute of Basic Medical Sciences, Chinese Academy of Medical Sciences (Beijing, China). Imatinib‐resistant K562 cell line was from Anhui Provincial Hospital of Anhui Medical University (Anhui, China). BaF3 cells and BaF3‐EPHB4 cells from Precedo (Hefei, Anhui). Cells from no more than three passages were used. All cell lines were regularly tested for *Mycoplasma* contamination.

K562 cells were cultured in IMDM containing 10% fetal bovine serum, 100 U·mL^−1^ penicillin and 100 U·mL^−1^ streptomycin. JLTRG and H9 cells were cultured in RPMI 1640 medium containing 10% fetal bovine serum, 100 U·mL^−1^ penicillin and 100 U·mL^−1^ streptomycin. MEG‐01 cells were cultured in DMEM containing 10% fetal bovine serum, 100 U·mL^−1^ penicillin and 100 U·mL^−1^ streptomycin. FDC‐P1 cells were cultured in DMEM containing 10% fetal bovine serum, 25% mouse IL‐3 culture supplement, 100 U·mL^−1^ penicillin and 100 U·mL^−1^ streptomycin. BaF3 cells were cultured in RPMI 1640 medium supplemented with 10% fetal bovine serum, 100 U·mL^−1^ penicillin, 100 U·mL^−1^ streptomycin and 2 ng·mL^−1^ murine IL‐3 (R&D Systems, Inc., Minneapolis, MN, USA). Cells were grown at 37 °C in a humidified atmosphere with 5% CO_2_.

### 2.4 Apparatus and chromatographic conditions

Ephrin type‐B receptor 4 affinity chromatography [22] was used to investigate whether vandetanib could bind with EPHB4. Chromatographic analysis was performed on a Shimadzu LC‐20A apparatus (Shimadzu, Kyoto, Japan). The data were acquired by using the lc solution software (Shimadzu). Silica gel (ZEX‐II, 5 μm, 100 mesh) was from Qingdao Meigao Chemical Co. Ltd (Qingdao, China). The detection wavelength for the drugs was 247 nm. Mobile phase buffer for chromatography study was 20 mm phosphate buffer (pH 7.4). Flow rate was 0.2 mL·min^−1^ and temperature was 37 °C.

### 2.5 Cell growth assay

Exponential‐phase cells were seeded into 96‐well plates at a density of 2 × 10^4^ cells per well in complete medium. After 24 h, cells were treated with drugs at indicated concentrations and incubated for 48 h. Fresh medium containing 20 μL MTT solution (5 mg·mL^−1^) was then added to each well. Then plates were incubated for another 4 h at 37 °C. After removing the medium, 150 μL DMSO was added to each well. The absorbance was recorded at 490 nm in the microplate reader and the inhibition ratio (I%) was calculated. The cell growth assay was conducted as described previously [23].

### 2.6 Flow cytometric analysis of apoptosis

Exponential‐phase cells were treated with vandetanib for 48 h, and the cells were then collected, washed and resuspended in PBS. The apoptotic cell death rate was examined with Annexin V‐FITC and PI double staining using the Annexin V‐FITC apoptosis detection kit according to the manufacturer's instructions. After staining the cells with Annexin V‐FITC/PI, flow cytometric analysis was performed and data were analyzed using cell quest software (Becton Dickinson, San Jose, CA, USA). The flow cytometric analysis of apoptosis was conducted as described previously [24].

### 2.7 Western blot analysis

Proteins were extracted using RIPA lysis buffer containing protease and phosphatase inhibitor cocktail on ice. The lysates were centrifuged at 12 500 × ***g*** at 4 °C for 10 min. An equivalent amount of protein was resolved on a 10% SDS/PAGE gel and transferred to polyvinylidene difluoride (PVDF) membranes. The membranes were blocked with Tris‐buffered saline containing 0.05% Tween‐20 (TBST) and 5% low‐fat powdered milk for 1 h. The blot was then incubated with the primary antibody overnight at 4 °C. After washing with TBST for 10 min three times, the blot was incubated with a secondary antibody for 1 h at 37 °C. The blot was washed three times with TBST before being exposed to the SuperSignal West Dura Extended Duration substrate. Band intensity was quantified by densitometric analyses using a densitometer. The western blot assay was conducted as described previously [23].

### 2.8 Kinase assay

All of the enzymatic reactions were conducted at 30 °C for 40 min. The 50 μL reaction mixture contains 40 mm Tris, pH 7.4, 10 mm MgCl_2_, 0.1 mg·mL^−1^ BSA, 1 mm DTT, 10 μm ATP, kinase (50 enzyme used/reaction) and the enzyme substrate [0.2 mg·mL^−1^ Poly (Glu, Tyr)]. The compounds were diluted in 10% DMSO and 5 μL of the dilution was added to a 50 μL reaction so that the final concentration of DMSO is 1% in all of reactions. The assay was performed using Kinase‐Glo Plus luminescence kinase assay kit. It measures kinase activity by quantitating the amount of ATP remaining in solution following a kinase reaction. The luminescent signal from the assay is correlated with the amount of ATP present and is inversely correlated with the amount of kinase activity. The kinase assay was conducted as described previously [25].

### 2.9 RNA extraction and RT‐PCR

The RNA extraction and RT‐PCR assay were conducted as described previously [25]. The primer sequences are shown in Table S2. Melt curve analysis was performed at the end of each PCR to confirm the specificity of the PCR product. Threshold cycle (Ct) values of *EPHB4* in each sample were normalized with the *GAPDH* expression. The ratio of *EPHB4* versus the corresponding *GAPDH* of each sample was determined on the basis of the equation

(1) $$\text{EPHB4}/\text{GAPDH}=2^{\mathrm{Ct}\left(\text{GAPDH}\right)-\mathrm{Ct}\left(\text{EPHB4}\right)}.$$

### 2.10 Plasmid transfection

Ephrin type‐B receptor 4 plasmid extraction was performed according to the instructions of Endo‐free Plasmid DNA Mini Kit I (OMEGA). K562 cells were seeded into 6‐well plates at the density of 2 × 10^5^ per well. After 24 h, transfection of EPHB4 plasmid into K562 cells was performed using Lipofectamine 2000 reagent, according to the manufacturer's instructions. The ratio of Lipofectamine 2000 (μL) to EPHB4 plasmid (μg) was 2 : 1. The EPHB4 expression was determined by RT‐PCR to detect mRNA expression and western blot to detect protein expression.

### 2.11 Adenovirus infection

A double‐stranded siRNA against *EPHB4* and nonspecific siRNA (control siRNA) were from Shanghai GenePharma Co., Ltd. (Shanghai, China). The target sequence of *EPHB4* oligo selected was 5′‐CCUUUGAGGUCACUGCAUUTT‐3′ (sense) and 5′‐AAUGCAGUGACCUCAAAGGTT‐3′ (antisense). The recombinant adenovirus was obtained from Vector Builder (Conrad, TX, USA). Transfection of K562 cells with adenovirus was performed in 10 × 10 cm cell culture dish with 5 × 10^6^ cells per dish in 12 mL IMDM medium containing 10% FBS; 24 h later, adenovirus was added to the dishes at a MOI of 6 and the medium was changed to complete medium and the transfected K562 cells were harvested after 6 days of incubation. The EPHB4 expression was determined by western blot to detect protein expression in stably infected K562 cells.

### 2.12 Frontal analysis

Frontal analysis was used to determine the binding affinity between vandetanib and EPHB4. In this study, each column was equilibrated with the pH 7.4 mobile phase buffer. The mobile phase was then switched to a solution that contained a known concentration of the tested drug in mobile buffer. Each drug solution was continuously applied to the column until a breakthrough curve with a level plateau was produced. The system was later switched back to the mobile phase buffer to elute the retained analyte from the column. The *K*_D_ value is investigated by using frontal analysis [26].

### 2.13 Surface plasmon resonance (SPR) analysis

For the SPR analysis, EPHB4 protein was prepared to 50 μg·mL^−1^ by using PBS buffer. The stock solution of the tested drug was 0.02 m dissolved in DMSO. Working solution of tested drugs was diluted into 20, 10, 5, 1 μm using PBS buffer. Firstly, an NTA chip was installed in the OpenSPRTM instrument and was pumped by using PBS buffer at maximum flow rate. After reaching the signal baseline, 80% isopropanol was injected from the injection port, and the control valve was transferred into ‘inject’. After running 10 s, the control valve was back to ‘load’ for bubble exhaust. When the signal reaches at baseline, the flow rate of running buffer (PBS) was adjusted to 20 μL·min^−1^. Then imidazole solution (250 μL) was used to initialize the sensor surface for three times, and NiCl_2_ solution (40 mm, 250 μL) was injected to charge the NTA. Afterwards, His‐labeled EPHB4 (50 μg·mL^−1^, 250 μL)‐dissolved running buffer was injected to interact for 5 min. The activity of the ligand and the maximum surface binding force were confirmed by injecting a high concentration of the tested drug. Finally, increase HCL solution (PH = 2, 150 μL·min^−1^) was used to remove the sample in the system. The SPR assay was conducted as described previously [26, 27].

### 2.14 Structure preparation for molecular dynamics simulations

The starting structure for the docking and molecular dynamics simulation of EPHB4 was taken from the Protein Data Bank (PDB ID: 3ZEW) [28], and the structure of vandetanib was obtained from the PubChem (PubChem CID: 3081361). The complex structure of EPHB4 and vandetanib was obtained by molecular docking. Docking calculations were carried out using the autodock 4.2 (Maynard Olson, Seattle, WA, USA).

### 2.15 Molecular dynamics (MD) simulations

Molecular dynamics simulations were used to determine the binding site of vandetanib on EPHB4 and its mode of binding. The MD simulations were performed using the amber package version 16. To prepare the topology and coordinate files, the amber ff03 all‐atom force fields [29] were used for the protein atoms, and the antechamber module of amber Tools was used to assign GAFF [30] parameters for vandetanib. All MD simulations were carried out by applying periodic boundary conditions in TIP3P water model with a margin of at least 12 Å from any edge of the box to any atom of the solute molecules. The counter ions Na^+^ were added to neutralize the solvated systems. A 3000‐step minimization (steps 1–1000 using conjugated gradient followed by 2000 steps steepest decent) was first carried out using SANDER module. After minimization, a 500 ps constant volume and constant temperature (NVT) simulation was performed to raise the temperature of the system to 298 K while constraining backbone atoms with a 5 kcal·mol^−1^·Å2^−1^ force constant with reference to the structures. A second 200 ps constant pressure and constant temperature (NPT) simulation at 298 K was performed while constraining backbone atoms with a 2 kcal·mol^−1^·Å2^−1^ force constant with reference to the structures. The system was then equilibrated for 1 ns at 298 K without any constraints. The system is then ready for the 100 ns production run. All the 100 ns MD simulations were in the isobaric isothermal (NPT, *T* = 298 K and *P* = 1 atm) ensemble. The SHAKE algorithm was used to fix bonds involving hydrogen. The PME method [31] was used and the nonbonded cutoff distance was set at 10 Å. The time step was set to 2 fs.

### 2.16 Microarray analysis

K562 cells were plated into 6‐well plates 1 day prior to treatment with vandetanib (0 or 1.56 μm) for 48 h. Total RNA was isolated using Trizol. Differential gene expression profiling was performed using RNA deep sequencing by Gminix (Shanghai, China). Differential expression between two conditions was detected using the DEGSeq R package (1.20.0). RNAseq statistics were analyzed as follows: hisat2 software (Daehwan Kim Group, Dallas, TX, USA) was used to perform similarity analysis by aligning reads derived from sequencing data to the reference genome, which in turn enabled annotation and quantification of genes or transcripts and normalization of read counts. Differential gene expression across samples was then analyzed using edger software (Bioconductor, Reilingen, Germany). For each gene, significance *P*‐value and false discovery rate (FDR) were obtained based on the model of negative binomial distribution. Fold changes of gene expression were also estimated by the edger package. Finally multiple hypothesis testing correction was performed with ¦log2 fold change¦ > 1 and FDR < 0.05.

### 2.17 DNA constructs

pX459 v2.0 (Fig. S1) was used for sgRNAs and CAS9 gene expression. sgRNAs for EPHB4 knockout and point mutation were online‐designed at http://crispr.mit.edu/. ssODNs for target mutation were designed according to Zhang's protocol [32]. Oligos used in this article are listed in Table S3.

### 2.18 Construction of K562 EPHB4‐knockout cell line by CRISPR Cas9

K562 cells were seeded and cultured in 60 × 15 mm dishes with IMDM medium containing 10% fetal bovine serum (ExCell Biology, Shanghai, China). Once the cell confluence reached 70–80%, the medium was replaced by IMDM antibiotic‐free and serum‐reduced medium for 24 h before transfection. By using the ExFect 2000 transfection reagent (Vazyme, Nanjing, China), the cells were transfected with the construct containing both *EPHB4* sgRNA and Cas9 protein‐coding sequences. The stable EPHB4‐knockout cells were then harvested after 2 weeks of puromycin (12 μg·mL^−1^) treatment.

### 2.19 Generation of EPHB4 site‐directed mutagenesis cell line

Ephrin type‐B receptor 4 site‐directed mutagenesis cell lines were generated via first knockout of wild‐type EPHB4 using CRISPR/Cas9 system [33], followed by stable transfection with a plasmid carrying EPHB4 with respective point mutation. Two individual sgRNAs were transfected into K562 cell line and the EPHB4‐knockout cells were obtained via puromycin selection. K562 EPHB4‐knockout cells were seeded and cultured in 60 × 15 mm dishes to reach 70–80% of cell confluence. The medium was then replaced by an IMDM antibiotic‐free and serum‐reduced medium for 24 h before transfection. The K562 EPHB4‐KO cells were subsequently used to generate five sublines with defined mutations in the 12 aa residues via stable transfection with pcDNA3.1 vector carrying EPHB4 with respective point mutation. Five mutagenesis constructs EPHB4‐M1, EPHB4‐M2, EPHB4‐M3, EPHB4‐M4 and EPHB4‐M5 were transfected into K562 EPHB4‐knockout cells by using ExFect 2000 transfection reagent (Vazyme) individually. M1 represents point mutation I14A and G15A; M2 represents point mutation M83A, N85A and G86A; M3 represents point mutation A87Del; M4 represents point mutation S90A and F91A; and M5 represents point mutation R93A and L94A. Site‐directed mutagenesis cells were then harvested after 2 days of incubation.

### 2.20 *In vivo* therapeutic study

In order to evaluate the expression of *EPHB4 in vivo*, BALB/c‐nu mice (4–6 weeks) were inoculated with K562/H9 cells at a density of 2 × 10^7^ cells per mouse by tail vein injection. Seven days later, mice were randomly grouped (*n* = 5) and treated with sodium carboxymethylcellulose and vandetanib (40 mg·kg^−1^) every day by intragastric administration. After 2 weeks, whole blood was taken out of the eye socket of the mice and put into the 1.5‐mL tubes pretreated with heparin. Mononuclear cells (MCs) were isolated by Ficoll‐Paque (GE Healthcare, Waukesha, WI, USA) density gradient centrifugation. Afterwards, the samples were used for detecting the content of *EPHB4 in vivo* by RT‐PCR.

For the *in vivo* therapeutic study, BALB/c‐nu mice (4–6 weeks) were injected subcutaneously with wild‐type K562 cells at a density of 2 × 10^7^ cells (diluted in a mixture containing 100 μL PBS and 100 μL high‐concentration matrix) per mouse into the right flanks. When the tumor volume reached about 80–100 mm^3^, mice were randomly grouped (*n* = 3) and treated with sodium carboxymethylcellulose or vandetanib (40 mg·kg^−1^) every day by intragastric administration. Tumor volumes were calculated every 2 days until day 14 according to the formula: (L*W ^2^)/2 (*L* and *W* are the long and short tumor diameters). And in all the period of treatment, body weight was monitored.

In order to evaluate the synergetic action of vandetanib on imatinib‐resistant K562 tumor, BALB/c‐nu mice (4–6 weeks) were injected subcutaneously with imatinib‐resistant K562 cells at a density of 2 × 10^7^ cells (diluted in a mixture containing 100 μL PBS and 100 μL high‐concentration matrix) per mouse into the right flanks. When the tumor volume reached about 80–100 mm^3^, mice were randomly grouped (*n* = 3) and treated with sodium carboxymethylcellulose, vandetanib alone (40 mg·kg^−1^), imatinib alone (100 mg·kg^−1^) and combination treatment [vandetanib alone (40 mg·kg^−1^) plus imatinib (100 mg·kg^−1^)] every day by intragastric administration. Tumor volumes were calculated every 2 days until day 14 according to the formula: (L*W ^2^)/2 (*L* and *W* are the long and short tumor diameters). And in all the period of treatment, body weight was monitored.

After completing the *in vivo* experiment, tumor tissues were collected. Some tumor tissues were collected in −80 °C for the following western blotting. The other tumor tissues were fixed in 4% paraformaldehyde and then embedded in paraffin for immunohistochemical analysis.

### 2.21 Immunochemistry assay

For immunochemistry assay, the paraffin‐embedded tumor tissues were sectioned into slices at 5 μm using an HM325 Rotary Microtome. Then the slices were deparaffinized in xylene and hydrated in descending grades of alcohol. Afterwards, the sections were pretreated with 0.01 mol·L^−1^ citrate‐buffered saline (pH 6.0) and quenched with 0.3% (v/v) hydrogen peroxide for endogenous peroxidase activity. Then, the sections were washed twice in distilled water for 5 min each and incubated with diluted normal blocking serum at room temperature for 1 h. After that, the sections were incubated with primary antibody diluted in blocking buffer at 4 °C overnight and washed with PBS for three times before incubating with secondary antibody for 20 min at 95 °C. Then the tissues were washed with PBS and S‐A/HRP working solution. The tissues were incubated for 1 min in diaminobenzidine tetra‐hydrochloride to develop the peroxidase labeling. Finally, counterstaining was conducted with hematoxylin for imaging.

### 2.22 Statistical analysis

All values are expressed as the mean ± standard error of means (SEM). Three independent experiments were conducted for each assay. Data were compared using the Student's *t*‐test or analysis of variance (ANOVA; SPSS statistical package 16.0, Chicago, IL, USA). Significance was determined with Tukey simultaneous *post hoc* test. A *P* < 0.05 is considered to be statistically significant.

## 3 Results

### 3.1 Effect of EPHB4 on CML

To establish a role of EPHB4 in CML, the expression of *EPHB4* in CML patients was analyzed using the data from GEO database (GEO No. GSE33075 and No. GSE100026). As shown in Fig. 1A,B, the mRNA levels of *EPHB4* were significantly higher in CML patients than in the control subjects. In order to test the effect of EPHB4 on the tumor formation, an EPHB4 stable knockdown K562 cell line and EPHB4 rescue K562 cell line were established (Fig. 1C). Knockdown of EPHB4 expression in K562 cells by shRNA‐mediated gene silencing led to significant slow‐down of cell growth *in vitro* (Fig. 1D). In addition, transient transfection of *EPHB4* siRNA led to sensitization to imatinib (Fig. 1E), and the IC_50_ of imatinib in *EPHB4* siRNA‐ and control siRNA‐transfected cells were 65.35 and 99.14 nm, respectively. Furthermore, these growth defects could be fully rescued by transfection of EPHB4 (Fig. 1D,E).

**Fig. 1:**
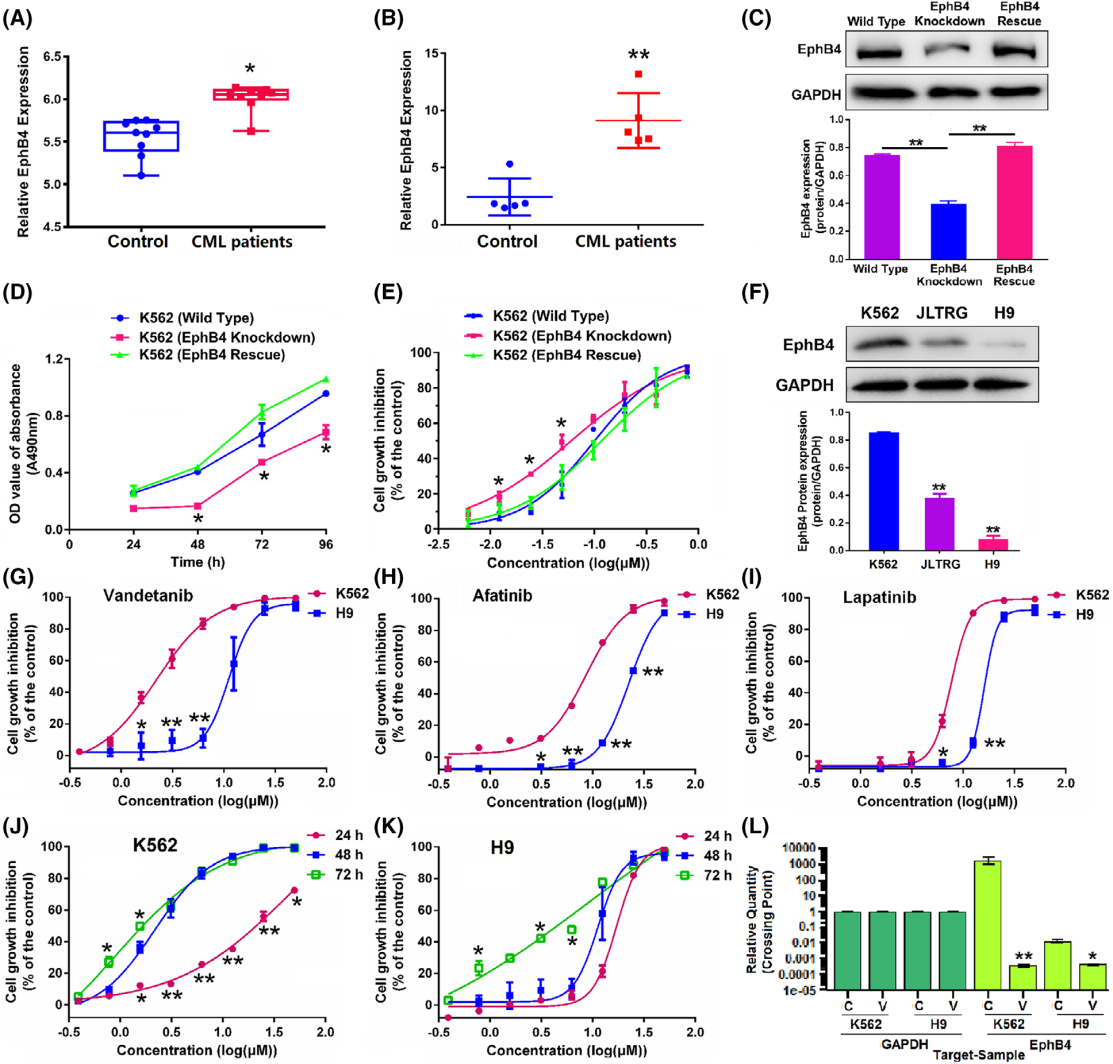
Effect of vandetanib on chronic myeloid leukemia (CML) by targeting ephrin type‐B receptor 4 (EPHB4). (A) The correlation between CML and *EPHB4* from Gene Expression Omnibus (GEO) database (GEO no. GSE33075). *P*‐values were generated by Student's *t*‐test. *P < 0.05 versus the control group. (B) The correlation between CML and *EPHB4* from GEO database (GEO no. GSE100026). *P*‐values were generated by Student's *t*‐test. **P < 0.01 versus the control group. (C) The protein expression of EPHB4 in wild‐type, EPHB4 knockdown and EPHB4 rescue K562 cells. All the results were quantified by densitometry analysis of the bands and normalization to GAPDH. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. **P < 0.01. (D) The growth of wild‐type, EPHB4 knockdown and EPHB4 rescue K562 cells. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05 versus K562 wild‐type group. (E) Effect of imatinib treatment for 48 h on the growth of wild‐type, EPHB4 knockdown and EPHB4 rescue K562 cells. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05 versus K562 wild‐type group. (F) Expression levels of EPHB4 protein in K562, JLTRG and H9 cells. All the results were quantified by densitometry analysis of the bands and normalization to GAPDH. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. **P < 0.01 versus the K562 group. (G) Effect of vandetanib treatment for 48 h on cell growth in K562 and H9 cells was determined by MTT assay. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05, **P < 0.01 versus K562 group. (H) Effect of afatinib treatment for 48 h on cell growth in K562 and H9 cells was determined by MTT assay. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05, **P < 0.01 versus K562 group. (I) Effect of lapatinib treatment for 48 h on cell growth in K562 and H9 cells was determined by MTT assay. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05, **P < 0.01 versus K562 group. (J) Effect of vandetanib on cell growth in K562 cells in 24, 48 and 72 h. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05, **P < 0.01 versus 48 h group. (K) Effect of vandetanib on cell growth in H9 cells in 24, 48 and 72 h. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05 versus 48 h group. (L) The mRNA expression of *EPHB4* in blood samples of BALB/c‐nu mice inoculated with K562 and H9 cells by tail vein injection treated with sodium carboxymethylcellulose (marked as C) and vandetanib (marked as V, 40 mg·kg^−1^) every day by intragastric administration for 2 weeks. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05, **P < 0.01 versus sodium carboxymethylcellulose (marked as C) group. The values represent the average of three independent experiments. Data represent the means ± SEM (*n* = 3).

### 3.2 Vandetanib inhibited the cell growth with various expressed EPHB4 and decreased the *EPHB4* mRNA expression *in vivo*

As shown in Fig. 1F, K562 cells showed a higher protein level of EPHB4 than JLTRG and H9 cells. To identify an EPHB4‐specific inhibitor with a potential of rapid translation into clinic, a pool of clinically approved TKIs and compounds was screened in this study (Fig. S2 and Table S4). The inhibitory effects of vandetanib, afatinib and lapatinib on different cell lines were positively correlated with the expression levels of EPHB4 (Fig. 1G–I). The IC_50_ values of the three drugs in K562 and H9 cells are shown in Table S5. Results showed that vandetanib was most sensitive to K562 cells which express a high level of EPHB4. Moreover, vandetanib exhibited no obvious toxicity in untransformed myeloid cell (FDC‐P1) growth rather than afatinib and lapatinib (Fig. S3). We then further examined the growth inhibition effect of vandetanib in K562 and H9 cells following treatment for different periods of time. As shown in Fig. 1J,K, vandetanib inhibited the growth of both cancer cell lines in a dose‐ and time‐dependent manner. The IC_50_ values of vandetanib in K562 and H9 cells following treatment for 24, 48 and 72 h are summarized in Table S6. Again, vandetanib was more effective in suppressing the growth of K562 cells that express a high level of EPHB4. Moreover, another CML cell line (MEG‐01) was used to evaluate the effect of vandetanib on CML cell growth. Results in Fig. S4 showed that vandetanib effectively inhibited the MEG‐01 cell growth in a dose‐ and time‐dependent manner, and the IC_50_ values are shown in Table S6. To investigate whether vandetanib drives growth arrest by regulating *EPHB4* expression, BALB/c‐nu mice were inoculated with K562 and H9 cells by tail vein injection, and the blood samples were then examined. As shown in Fig. 1L, the mRNA expression of *EPHB4* in blood samples was much higher in K562 model than in H9 model, which was consistent with the *in vitro* results. In addition, treatment with vandetanib led to a downregulation in the mRNA expression level of *EPHB4 in vivo*.

### 3.3 EPHB4 is a therapeutic target for vandetanib

We next went on to study the interaction of vandetanib with EPHB4 and identify the EPHB4‐binding domain by affinity chromatography (AC) with an EPHB4 protein affinity column [22] and SPR. An extracellular domain (ag16996, active amino acid sequence 16–539) and an intracellular domain (ag10042, active amino acid sequence 561–987) of EPHB4 were constructed, respectively. NVP‐BHG712, a small molecule EPHB4 kinase‐specific inhibitor, was used as a positive control [34]. The binding affinity of TKIs (vandetanib, afatinib, lapatinib and NVP‐BHG712) with EPHB4 was evaluated by SPR analysis as shown in Fig. 2A,B and Fig. S5. The *K*_D_ values of the TKIs and NVP‐BHG712 binding to the intracellular domain and extracellular domain of EPHB4 are summarized in Table S7. Vandetanib binds with a significantly higher affinity to EPHB4, especially its intracellular domain compared to the other two TKIs and NVP‐BHG712. The retention time of vandetanib on the intracellular domain of EPHB4 affinity column was about 110.22 min, whereas its retention time on the extracellular domain of EPHB4 affinity column was approximately 19.47 min (Fig. 2C,D). Frontal analysis was then used to examine the overall binding of vandetanib to EPHB4. The representative breakthrough curves of vandetanib on the intracellular domain and extracellular domain of EPHB4 affinity columns are shown in Fig. 2E,F. According to Eqn (1), the *K*_D_ values of the binding of vandetanib to the intracellular domain and extracellular domain of EPHB4 were 1.18 and 2.94 μm, respectively. Furthermore, we examined the inhibitory effects on the EPHB4 kinase activity of the three TKIs (vandetanib, afatinib and lapatinib) and NVP‐BHG712 (Fig. 2G and Fig. S6) and their IC_50_ values are shown in Table S8. As shown in Fig. 2G, vandetanib altered EPHB4 kinase activity in a dose‐dependent manner and the effect of vandetanib (IC_50_, 68.33 nm) was much more dramatic than NVP‐BHG712 (IC_50_, 349.30 nm).

**Fig. 2:**
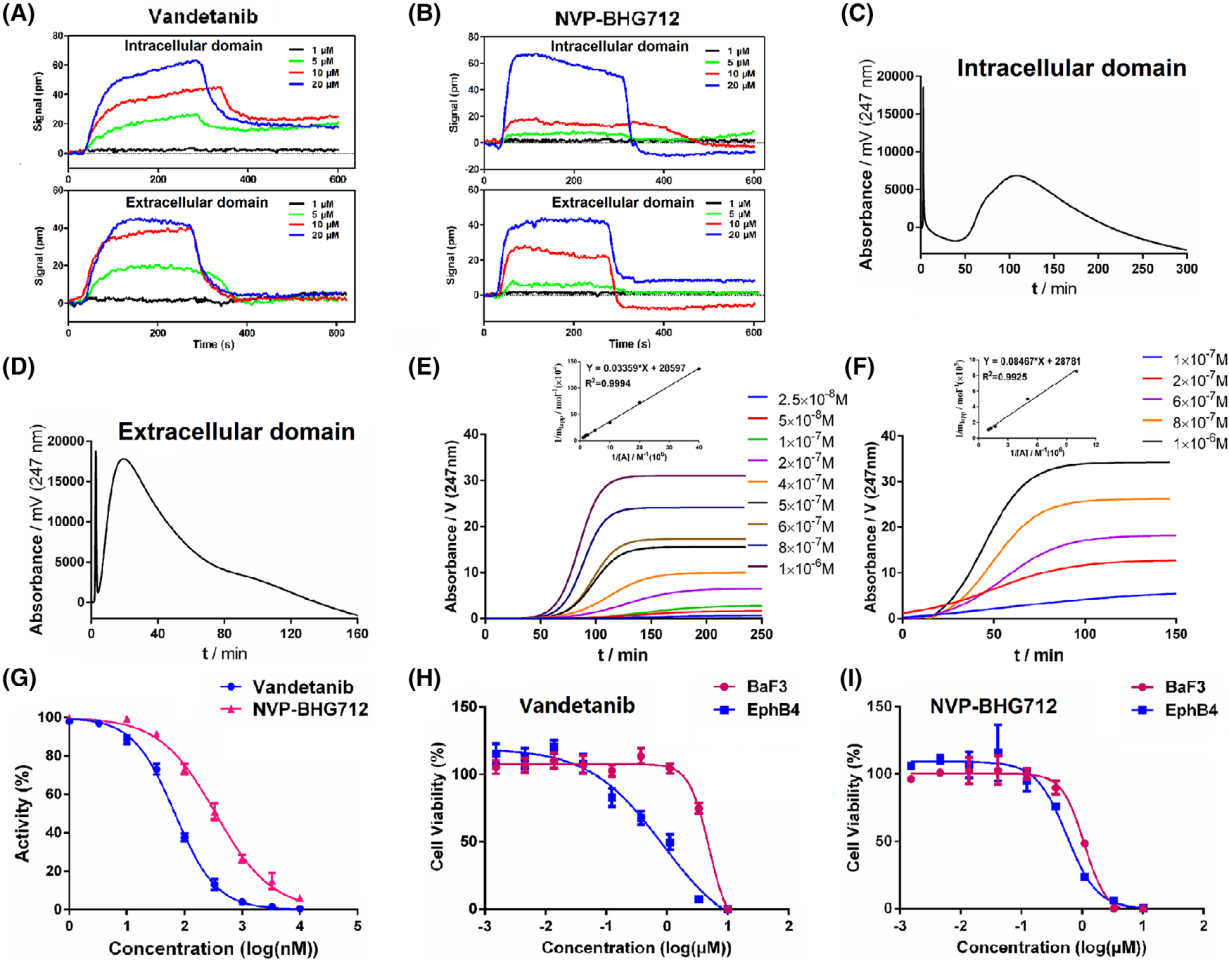
Effect of vandetanib on ephrin type‐B receptor 4 (EPHB4). (A) Binding affinity of vandetanib with the intracellular domain and extracellular domain of EPHB4 by surface plasmon resonance (SPR) analysis. (B) Binding affinity of NVP‐BHG712 with the intracellular domain and extracellular domain of EPHB4 by SPR analysis. (C) The chromatogram of vandetanib on the intracellular domain of EPHB4 affinity column. (D) The chromatogram of vandetanib on the extracellular domain of EPHB4 affinity column. (E) The intracellular domain of EPHB4 affinity chromatographic breakthrough curves of vandetanib and the regression curves achieved by plotting m_Lapp_ versus 1/[A]. (F) The extracellular domain of EPHB4 affinity chromatographic breakthrough curves of vandetanib and the regression curves achieved by plotting m_Lapp_ versus 1/[A]. EPHB4 affinity column 10 × 2.0 mm; flow rate 0.2 mL·min^−1^; column temperature 37 °C; mobile phase 20 mm phosphate‐buffered saline; pH 7.4; detection wavelength 247 nm. (G) Effect of vandetanib and NVP‐BHG712 on EPHB4 kinase activity. (H) Effect of vandetanib treatment for 48 h on the growth of BaF3 cells and BaF3‐EPHB4 cells. (I) Effect of NVP‐BHG712 treatment for 48 h on the growth of BaF3 cells and BaF3‐EPHB4 cells. The values represent the average of three independent experiments. Data represent the means ± SEM (*n* = 3).

To further establish EPHB4 as the therapeutic target in vandetanib treatment, the drug response was also tested in mouse B lymphocyte cells (BaF3) and in EPHB4‐BaF3 cells that stably expressed a high level of EPHB4. EPHB4‐BaF3 subline was established via Gene Engineering Technology (Using wild‐type BaF3 as a motherboard, TEL/BCR/NPM and other genes were fused into the catalytic region of the target gene to induce cells to break away from the dependence on IL‐3 stimulator and to rely on the activity of fusion or mutant activated kinases transferred from outside). As shown in Fig. 2H, vandetanib was much more effective in inhibiting the growth of BaF3‐EPHB4 cells compared to BaF3 cells; the GI_50_ values were 0.51 and 7.71 μm, respectively. Meanwhile, the GI_50_ values of NVP‐BHG712 in BaF3‐EPHB4 and BaF3 cells were 0.56 and 1.48 μm, respectively (Fig. 2I).

### 3.4 EPHB4 signaling pathways involved in the regulation of K562 cells treated by vandetanib

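K562, a cell line from a patient with chronic myeloid leukemia that carries the BCR-ABL fusion, was treated with 0 or 1.56 μM vandetanib for 48 h. RNA from 3 control (DMSO) and 3 vandetanib-treated samples was analysed. The methods and the sample labels describe RNA sequencing of strand-specific libraries, with reads aligned by HISAT2 (version 2.0.4 on build hg19, from the submitters' processing notes). The values are abundances per Ensembl transcript, already divided by transcript length and scaled by the authors, for 3380 mRNA transcripts of 3194 genes and 1132 transcripts listed as long noncoding. Only transcripts with a p-value under 0.05 in the authors' deposited table are listed, so every count below describes that selection and not the whole transcriptome. BCL-2, BAK, BAD, BAX and EPHB4 are not analysed here. MT-ND2, a mitochondrial gene of respiratory complex I, took 31.8%, 58.6% and 48.4% of the summed mRNA values in the 3 vandetanib samples, 4.11% in control replicate 2 and 0% in the other 2 controls. In vandetanib samples the most common product of value and transcript length, taken as the value of 1 read, puts the median value above 0 at 1 to 1.5 reads. If the values are FPKM, it puts these libraries at about 51770, 39755 and 36109 fragments for vandetanib replicates 1, 2 and 3. In control samples no such step was found, and their depth is not known. The step thus divides the samples by group, so a difference in depth cannot be told apart from an effect of treatment. Control samples had a value above 0 for 3359 ± 4.51 of the mRNA transcripts, and vandetanib samples for 2233 ± 482 (SD, n = 3 each; exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). Groups were compared with limma on log2(value + 1), with Benjamini-Hochberg adjustment over each table. The authors' FDR implies about 19654 mRNA transcripts tested, of which only those selected on this same comparison are listed. An adjusted p here, over a table or a gene list, thus does not control the share of false calls. Calls order the listed transcripts and are no test of change beyond that selection. A transcript was called at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. Directions follow the labels of the sample columns. In the authors' deposited table the mean named for vandetanib follows the control samples across mRNA transcripts (Pearson r = 0.979 over transcripts, which are not independent replicates) more closely than the vandetanib samples (r = 0.482).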

Genome Array assay followed by Gene‐Cloud of Biotechnology Information was performed to investigate the biological consequences of vandetanib treatment with an emphasis on changes in EPHB4 signaling pathways. 

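MT2A, a metal-binding metallothionein (ENST00000245185), rose from 0.828 ± 0.504 in control to 83.3 ± 41.8 in vandetanib-treated cells (SD, n = 3 each), a log2 fold change of 5.42 (standard error 0.65, adjusted p = 0.0254 from limma). HSPA8, a constitutive heat shock chaperone, rose from 13.2 ± 1.46 to 294 ± 24.5 (SD, n = 3 each). SLC1A5, which carries glutamine, fell from 395 ± 54.5 to 30.2 ± 29.1, SLC7A5, which carries leucine, fell from 159 ± 32.1 to 27.4 ± 10.9, and the glucose transporter SLC2A1 fell from 125 ± 11.0 to 21.7 ± 13.9 (SD, n = 3 each). The integrin ITGA5 and the desmosomal cadherin DSG2 fell, with log2 fold changes of -3.33 and -3.16. These are among the 10 largest called changes in each direction with a value above 0 in all 6 samples and no overlap between the groups. Others that rose were EEF1A1 and EIF4G2 of translation, the ribosomal gene RPLP0, the replication licensing factor CDC6, the histone H4 gene HIST2H4B, glutamine synthetase (GLUL) and POLDIP3, with log2 fold changes from 4.22 to 4.74. The others that fell were TMEM97, a sterol-regulated membrane protein, the sorting receptor SORT1, the RNA-binding protein SON, the lysosomal protease CTSC and NOMO2 of the endoplasmic reticulum, with log2 fold changes from -4.09 to -2.72. EEF1A1, HSPA8, RPLP0, HIST2H4B and NOMO2 have closely related copies or other transcripts with which they may share reads. Each value is of 1 transcript and need not hold for its gene. Among those that rose, reads pooled over the 3 vandetanib libraries ranged from 5.04 for CDC6 to 344 for EEF1A1. MT2A had 8.30 reads, and the control means predict 0.112 for CDC6 and 0.0831 for MT2A. Average linkage on 1 minus Pearson correlation placed 5 of the 6 samples with their own group, and vandetanib replicate 1 on the branch of the controls. Over the 1062 mRNA transcripts above 0 in all 6 samples, 6 of 6 fell with their group. The authors had selected the listed transcripts for a difference between these groups. That favors such a grouping in advance, so it is no test of separation.

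**Figure D1:**
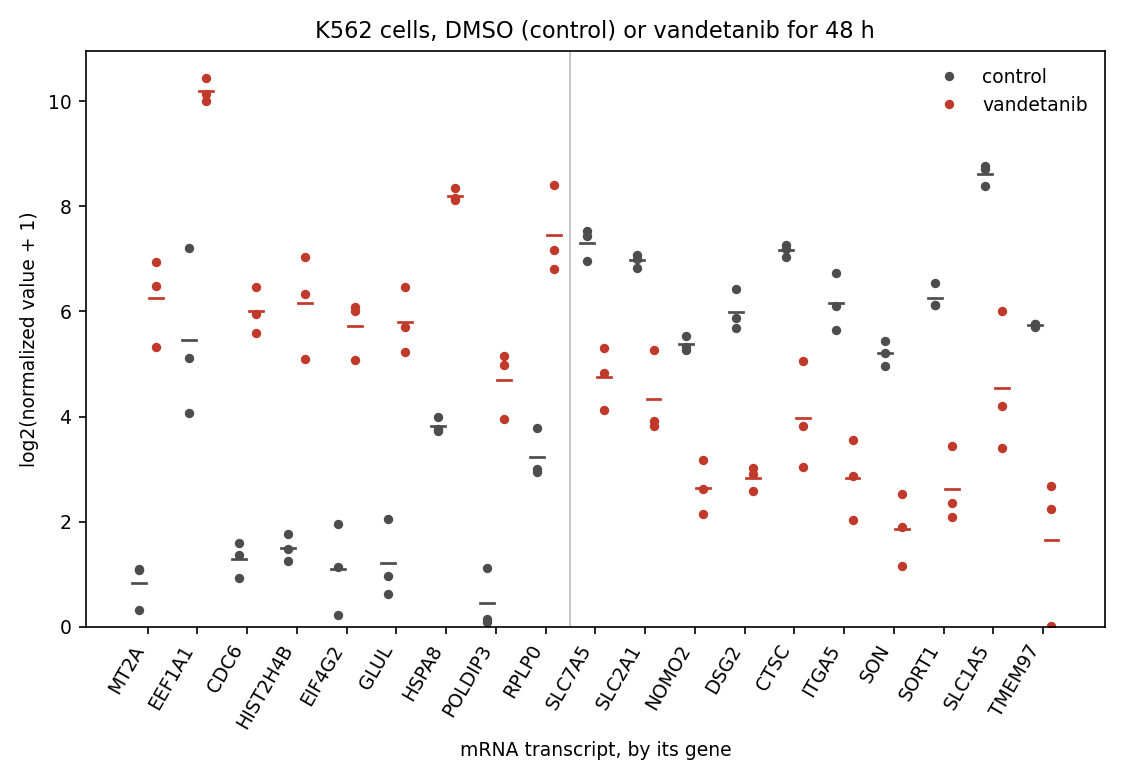
Values of the named mRNA transcripts in each of the 6 samples, as log2(normalized value + 1), with control in grey, vandetanib in red and a bar at each group's mean. Those on the left sit higher in every vandetanib sample than in any control sample, and those on the right lower.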

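Across the mRNA table, 2765 transcripts were lower and 615 higher in vandetanib, at a median log2 fold change of -1.28. Every vandetanib sample was below every control sample for 1220 transcripts and above for 98, together 39.0% of the table. Chance gives 10% in unselected transcripts; these were selected by the authors at a p-value under 0.05, so the excess is no test of change. At the thresholds of the paper's methods, limma called 49 transcripts lower and 39 higher. The genes MT-ND2, RPL13A of the ribosome, the glycolytic enolase ENO1 and the chaperone calreticulin (CALR) had some of the highest means over all samples, with 1135 ± 1967, 566 ± 18.0, 359 ± 11.0 and 899 ± 19.9 in control and 46388 ± 13530, 1327 ± 165, 696 ± 86.1 and 215 ± 224 in vandetanib (SD, n = 3 each). None of the 4 was called (adjusted p from 0.0715 to 0.119). Control replicate 2 was the 1 control sample with MT-ND2 above 0, and without it the remaining 2 controls are at 0, so a call of MT-ND2 as higher follows from leaving that sample out. RPL13A and ENO1 turned lower in vandetanib when the groups were shifted by the authors' geometric means. The split of the calls depends on how the samples are scaled: 33 were called lower and 59 higher after quantile normalization (median log2 fold change 0.07), 28 and 55 after median centring (median -0.85), 4 and 37 with totals that leave out the 10 highest transcripts (median -0.82), and 2605 and 50 after a shift by the authors' geometric means (median -2.58). The shift sets the authors' mean named for vandetanib beside the control samples, and the mean named for control beside the vandetanib samples. It thus assumes that the names were exchanged, and a shift with the names as printed was not run. None of the 88 called transcripts changed direction under these 4 scalings. The count itself rests on single samples, with 0, 1 and 3 calls without control replicate 1, 2 or 3 and 1095, 377 and 397 without vandetanib replicate 1, 2 or 3. With a pseudocount of 0.1 in place of 1, 16 transcripts were called, and with array weights 0 (903 at an unadjusted p under 0.05, limma).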

Unsupervised hierarchical clustering showed that control (DMSO)‐ and vandetanib‐treated K562 cells had distinct patterns of mRNA expression (Fig. S7). 

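Most of the mRNA table was lower in vandetanib, so a list is read beside the table: 81.8% of all transcripts were lower as deposited, 47.8% after quantile normalization, 72.8% after median centring, 70.8% with totals that leave out the 10 highest transcripts and 95.1% after the shift by the authors' geometric means. That shift assumes an exchange of the authors' group names, which is undecided. Of 13 mRNA transcripts of cholesterol synthesis, 12 (92.3%) were lower as deposited and 10 to 12 under the other scalings, a share above that of the table except after the shift (92.3% against 95.1%). CYP51A1, the lanosterol demethylase, fell from 51.8 ± 15.2 to 2.01 ± 3.47 (SD, n = 3 each; log2 fold change -4.74, adjusted p = 0.0451 from limma, above 0 in 1 of 3 vandetanib samples), and it was the 1 member called (2 when adjusted over the list alone). SQLE and a transcript of EBP, enzymes of the same pathway, had log2 fold changes of -2.20 and -3.18. All 10 lysosomal transcripts were lower, and 9 or 10 under the other scalings, above the table's share each time, with control means of 34.2 for the protease CTSA and 36.6 for the membrane protein LAMP2 against vandetanib means of 4.46 and 4.22. Of 11 transcripts of the ATF4 and unfolded protein response list, 10 (90.9%) were lower and 8 to 11 under the other scalings, about the table's share after median centring (72.7% against 72.8%). Among them are the chaperones HSPA5, from 267 ± 4.18 to 71.2 ± 43.0, and HSP90B1, from 339 ± 43.8 to 59.1 ± 102 (SD, n = 3 each), and asparagine synthetase (ASNS), from 22.5 to 1.01. In vandetanib, HSP90B1 was above 0 in replicate 1 alone and ASNS in replicate 2 alone. No lysosomal or ATF4 transcript passed limma's adjusted threshold over the table (5 and 5 at an unadjusted p under 0.05), while 2 and 4 passed lower when adjusted over the list alone. These shares are not matched for level. Median control means were 34.2 for the cholesterol list, 35.4 for the lysosomal list and 22.5 for the ATF4 list. The median of all mRNA values was 9.43 to 9.82 in the control samples. Of 185 transcripts with at least 30 reads predicted from the control mean, 95.1% were lower as deposited. A list of high level may exceed the table's share for that reason alone, which was not tested.

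**Figure D2:**
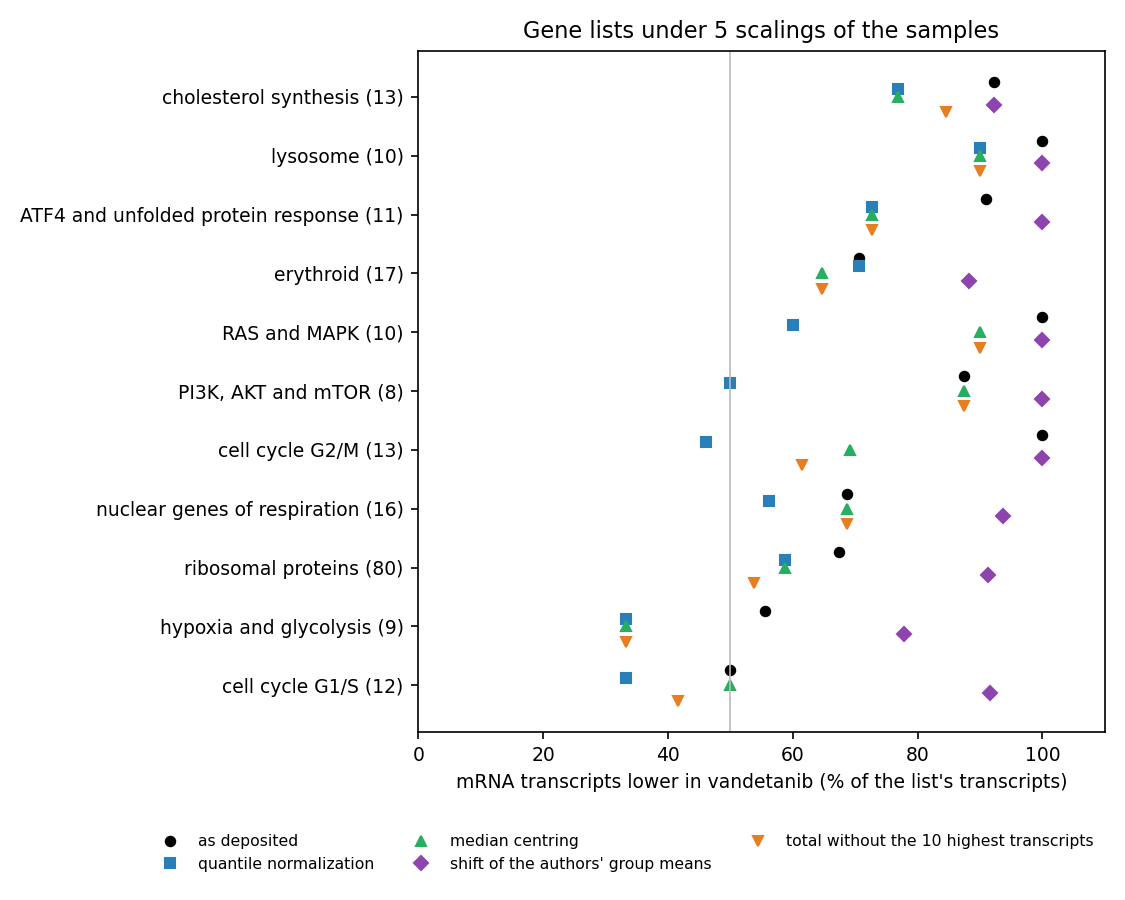
Share of each list's mRNA transcripts that were lower in vandetanib (x axis, %), with the number of transcripts in brackets and 1 symbol per scaling. Cholesterol synthesis, lysosome and unfolded protein response stay right of the middle line (50%, not the share of the table) under each scaling. So do erythroid genes, RAS and MAPK, respiration and ribosomal proteins. With quantile normalization G2/M genes cross the line and PI3K, AKT and mTOR lie on it. Hypoxia and glycolysis and G1/S genes lie on either side by scaling.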

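All 13 mRNA transcripts of the G2/M list were lower as deposited, where 81.8% of the table was, with control and vandetanib means of 52.3 and 18.1 for topoisomerase TOP2A, 26.5 and 5.89 for the spindle protein ASPM and 25.5 and 2.07 for cyclin CCNB2. Among the vandetanib samples CCNB2 was above 0 in replicate 1 alone, with 0.5 pooled reads where the control mean predicts 5.06. After quantile normalization 6 of 13 were lower, 9 after median centring, 8 with totals that leave out the 10 highest transcripts and 13 after the shift by the authors' geometric means. None of them was called over the table (limma, 4 at an unadjusted p under 0.05; 1, CCNB2, when adjusted over the list alone). Of 12 mRNA transcripts of the G1/S list, 6 were higher and 6 lower (4 to 11 lower under the other scalings), and a transcript of CDC6 was the only call, also when adjusted over the list alone. Ribosomal proteins divided into 26 higher and 54 lower of 80 mRNA transcripts (43 to 73 lower under the other scalings). The 5 ribosomal transcripts that rose (6 higher and 2 lower when adjusted over the list alone) include both of RPLP0 and 1 of RPL10 (11.0 ± 4.18 to 138 ± 52.1, SD, n = 3 each). A retained-intron transcript of RPL10 went the other way, from 123 ± 1.31 to 0.672 ± 1.16 (SD, n = 3 each). The 2 may share reads, so a rise of the gene as a whole is not shown. In the hypoxia and glycolysis list, ALDOA, a glycolytic aldolase, had means of 16.7 in control and 215 in vandetanib (adjusted p = 0.0549), and the glucose transporter SLC2A3 had 103 and 5.75 (adjusted p = 0.0715, limma). SLC2A1 was the only mRNA member called over the table, and 1 higher and 2 lower were called when adjusted over the list alone. In all, 4 were higher and 5 lower, and 3 to 7 were lower under the other scalings. The lists were fixed before the data were examined.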

A group of differentially expressed mRNAs was obtained by gene ontology (GO) enrichment and decreased pathway analysis, respectively. 

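MCL1, an anti-apoptotic member of the BCL-2 family on chromosome 1 (150574558 to 150579610 on GRCh38), had lower means in vandetanib for both of its listed transcripts. The coding transcript ENST00000369026 had 8.82 ± 2.06 in control and 4.03 ± 3.51 in vandetanib (SD, n = 3 each), lower in 3 of 3 vandetanib samples, with a log2 fold change of -1.40 (standard error 0.92, adjusted p = 0.327 from limma). The noncoding transcript ENST00000464132 had 19.0 ± 7.77 and 0.336 ± 0.582, a log2 fold change of -3.92 (adjusted p = 0.129). TNFRSF10A, a death receptor for TRAIL, fell from 36.5 ± 2.01 to 1.19 ± 2.05 (SD, n = 3 each; log2 fold change -4.50, adjusted p = 0.0413), and BTG2, an antiproliferative gene, rose from 0.884 ± 0.803 to 29.2 ± 19.0 (log2 fold change 3.94, adjusted p = 0.0451). Cytochrome c (CYCS) had a log2 fold change of 0.63, the caspase inhibitor XIAP 0.27 and the anti-apoptotic BCL2L2 -1.40, and none of them passed the test. CYCS and XIAP were lower in vandetanib after the shift by the authors' geometric means, and BCL2L2 was higher after quantile normalization. The 2 transcripts of TNFRSF10B, a second TRAIL receptor, had log2 fold changes of 0.52 and -1.78. By list, 1 of 4 pro-apoptotic mRNA transcripts was called (TNFRSF10A, lower) and 0 of 3 anti-apoptotic ones (limma, 0 at an unadjusted p under 0.05), with the same counts when adjusted over the list alone. The noncoding MCL1 transcript, the only anti-apoptotic member of its table, was called lower when adjusted over the list alone. The calls of TNFRSF10A and BTG2 were lost without control replicate 1, 2 or 3, with array weights and with a pseudocount of 0.1 or 0.01, and that of TNFRSF10A also with totals that leave out the 10 highest transcripts.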

Vandetanib treatment led to significant changes in the mRNA expression levels of apoptosis‐related signal molecules such as *BCL‐2*, *MCL‐1*, *BAK*, *BAD* and *BAX* and a variety of signaling molecules such as *P53*, *PTEN* and *RAC1* (Fig. 3A). Also, EPHB4 knockdown downregulated the protein level of BCL‐2 and MCL‐1 and upregulated the protein level of BAX shown in Fig. S8A. 

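RAC1, a small GTPase of the cytoskeleton on chromosome 7 (6374527 to 6403967 on GRCh38), is listed only by 2 retained-intron transcripts, both above 0 in the 3 controls and, among the vandetanib samples, in replicate 2 alone. ENST00000473564 had 1.49 ± 0.458 in control and 33.2 in that sample, and ENST00000495499 had 2.52 ± 0.677 and 24.4. Their log2 fold changes, 0.40 and -0.24, did not pass the test (adjusted p = 1 for both, limma), and the control means predict only 0.110 and 0.198 reads over the 3 vandetanib libraries. Without vandetanib replicate 2 they are -1.30 and -1.79 and called lower, but only values of 0 remain, which so few expected reads would give without any decrease. From the mRNA differences shown in Fig. 3A, the paper states that apoptosis-related and signaling molecules changed with vandetanib, and it takes the same molecules to the protein level before it evaluates apoptosis.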

Western blot analysis showed that P53 and PTEN were upregulated, and RAC1 was downregulated (Fig. 3B), which was consistent with Genome Array results. In addition, the protein expression levels of anti‐apoptotic members in BCL‐2 family such as BCL‐2 and MCL‐1 were downregulated, while those of pro‐apoptotic members, such as BAD, BAX and BAK, were upregulated (Fig. 3B). Moreover, vandetanib regulated the main protein levels of apoptotic‐related members (BCL‐2, MCL‐1 and BAX) in a time‐dependent manner (Fig. S8B). Thus, we went on to evaluate the effect of vandetanib on cell apoptosis. As shown in Fig. 3C, the population of Annexin V‐FITC‐positive cells (in early and late apoptotic stage) was significantly increased in vandetanib treatment group (15.95% for 0.78 μμ, 22.25% for 1.56 μμ and 52.03% for 3.12 μμ) compared with untreated control (3.53%) in K562 cells. Also, the apoptotic induction by vandetanib was more dramatic in K562 cells than in H9 cells (Fig. 3D). Moreover, vandetanib treatment could also induce CML MEG‐01 cell apoptosis in a dose‐dependent manner (6.60% for control, 15.52% for 0.30 μμ, 24.58% for 0.60 μμ and 42.23% for 1.20 μμ) which is shown in Fig. S9.

**Fig. 3:**
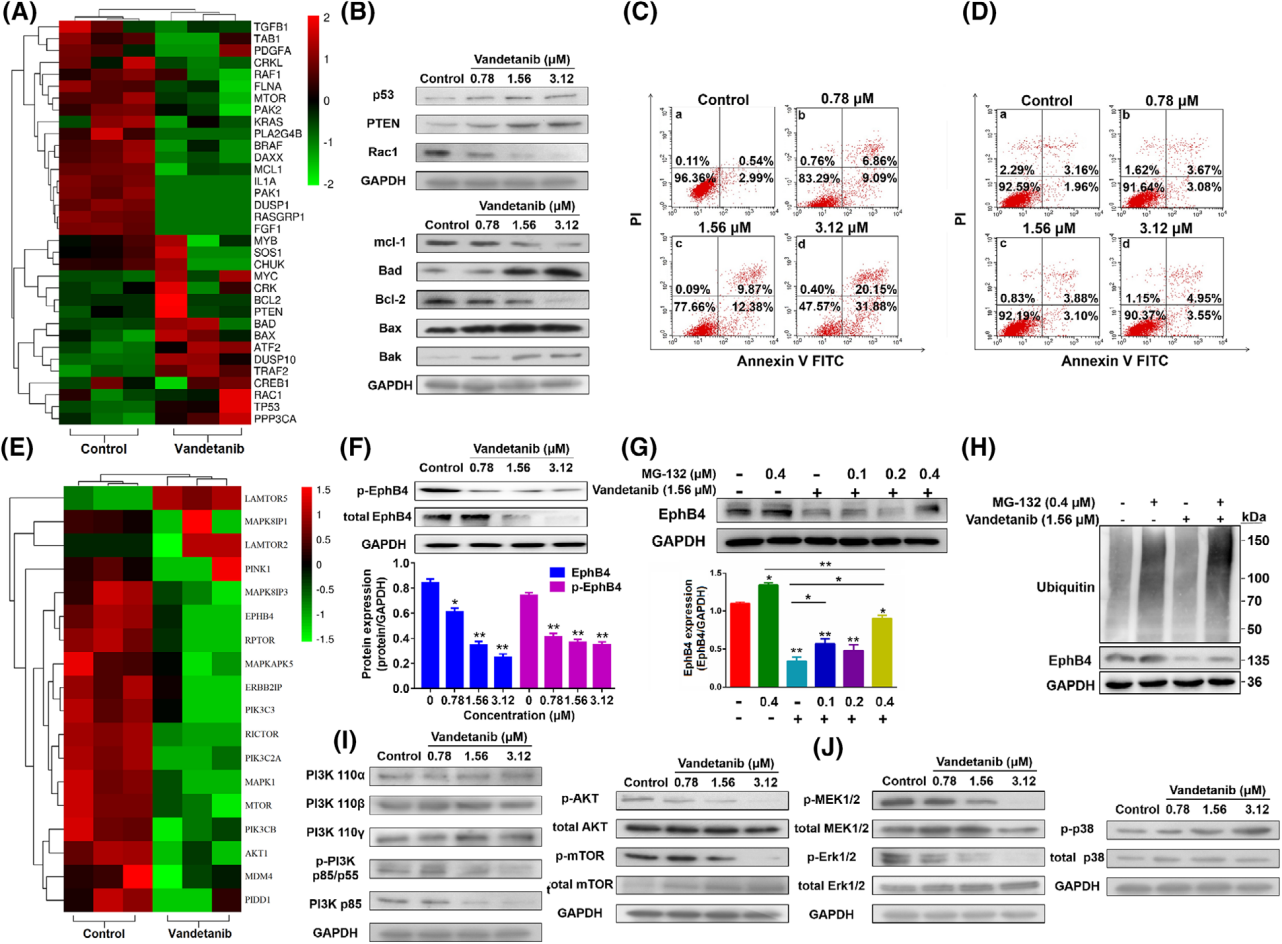
The role of ephrin type‐B receptor 4 (EPHB4) in hematologic tumor cells treated by vandetanib. (A) Hierarchical cluster analysis of the transcriptionally different populations about related molecules of apoptosis in K562 cells with treatment with control or vandetanib for 48 h. Each column represents one sample, and each mRNA was depicted by one row, where red denotes an increase in mRNA expression and green denotes a decrease in mRNA expression as compared with the other group. (B) Effect of vandetanib treatment for 48 h on cell apoptosis‐related protein expression. (C) Effect of vandetanib treatment for 48 h on cell apoptosis in wild‐type K562 cells. (D) Effect of vandetanib treatment for 48 h on cell apoptosis in wild‐type H9 cells. (E) Hierarchical cluster analysis of the transcriptionally different populations about related molecules of *EPHB4* pathway in K562 cells with treatment with control or vandetanib for 48 h. Each column represents one sample, and each mRNA was depicted by one row, where red denotes an increase in mRNA expression and green denotes a decrease in mRNA expression as compared with the other group. (F) Protein level of EPHB4 in K562 cells treated with vandetanib (0, 0.78, 1.56 and 3.12 μm) for 48 h was examined by western blot assay. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05, **P < 0.01 versus the untreated control group. (G) Protein level of EPHB4 in K562 cells treated with different concentration of vandetanib and MG‐132 for 48 h. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05, **P < 0.01. (H) The ubiquitin of EPHB4 induced by vandetanib. (I) Expression levels of PI3K‐P110α, PI3K‐P110β, PI3K‐P110γ, p‐PI3K‐P85/p55 and PI3K‐P85, and the phosphorylation of AKT and MTOR in cell lysates of K562 cells treated with vandetanib for 48 h. (J) The phosphorylation of MEK1/2, ERK1/2 and P38 in cell lysates of K562 cells treated with vandetanib for 48 h. All the results were quantified by densitometry analysis of the bands and normalization to GAPDH. Data represent the means ± SEM (*n* = 3).

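None of the signaling genes of Fig. 3A that were analysed here passed limma's threshold over the table. Of 13 mRNA transcripts of 11 of these genes, 9 (69.2%) were lower as deposited, where 81.8% of the table was, and 6 after quantile normalization (46.2% against 47.8%). In the noncoding table, 2 of 6 were lower, and 5 of 6 after median centring or the shift by the authors' geometric means. TGFB1, a growth factor, had 78.2 ± 11.3 in control and 17.7 ± 30.7 in vandetanib (SD, n = 3 each; log2 fold change -4.38, adjusted p = 0.137). Among the vandetanib samples, replicate 1 alone was above 0 for TGFB1, and also for BRAF, a kinase of the MAPK cascade, at 7.18 ± 0.934 in control and 0.776 ± 1.34 in vandetanib. MYC, a transcription factor of growth, has 2 listed transcripts. ENST00000621592 had 1.44 ± 0.412 in control and 22.5 ± 15.8 in vandetanib, higher in 3 of 3 vandetanib samples (log2 fold change 3.08, adjusted p = 0.0715), and was the 1 mRNA transcript called when adjusted over the list alone. Of the 6 noncoding ones, MCL1 was called lower when adjusted over the list alone. ENST00000524013 was at 63.4 in vandetanib replicate 1 and 0 in the other 2, and its log2 fold change of 0.18 became -1.83 without that sample, when only values of 0 remain and the control mean predicts 0.713 reads over the 3 libraries. PAK2 and TAB1 had log2 fold changes of -0.69 and -1.73, which turned positive after quantile normalization. Over the table, 4 of the 13 had an unadjusted p under 0.05. The study chose these genes on the same samples, so their direction is not independent evidence.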

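No mTOR or MAPK gene of Fig. 3E that was analysed here passed limma's threshold. MTOR, the kinase at the center of this pathway, had 27.7 ± 2.42 in control and 14.8 ± 3.88 in vandetanib (SD, n = 3 each; log2 fold change -0.88, standard error 0.48, adjusted p = 0.245). It was lower in 3 of 3 vandetanib samples than in any control sample. RPTOR and RICTOR, subunits of the 2 mTOR complexes, had log2 fold changes of -1.42 and -1.01, and the PI3-kinases PIK3CB and PIK3C2A of -1.37 and -1.93. All 8 mRNA transcripts of the genes in this panel were lower as deposited, where 81.8% of the table was, and 4 of 8 after quantile normalization, where 47.8% was (2 at an unadjusted p under 0.05, and 0 when adjusted over the list alone). All 3 noncoding transcripts of the panel were higher as deposited, and 1 was lower after median centring or the shift by the authors' geometric means. Of these, ENST00000531779 of LAMTOR5, a scaffold of mTOR signaling at the lysosome, had 3.03 ± 2.55 in control and 46.0 ± 18.8 in vandetanib, higher in 3 of 3 samples (log2 fold change 3.79, adjusted p = 0.105), while its coding transcript had 4.14 ± 0.768 and 1.41 ± 2.44. The noncoding LAMTOR5 transcript was called higher when adjusted over the list alone (3 transcripts). Of the wider lists fixed beforehand, 10 of 10 RAS and MAPK transcripts and 7 of 8 PI3K, AKT and mTOR transcripts were lower (6 and 4 after quantile normalization), with 0 called in either over the table or when adjusted over the list alone (limma, 4 and 0 at an unadjusted p under 0.05). Like the lysosomal list, both wider lists were above the table's share under each scaling, by as little as 50% against 47.8% for PI3K, AKT and mTOR. These shares are not matched for level either. The panel of Fig. 3E was drawn by the study from the same samples.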

As the evidence that EPHB4 could be considered as a therapeutic target of vandetanib, HEK293 cell line transfected with EPHB4 (Fig. S10A) was further evaluated. Figure S10B shows that vandetanib was more sensitive to EPHB4 transfected HEK293 cells which express a higher level of EPHB4 compared to wild‐type HEK293 cells. In addition, the apoptotic induction by vandetanib was more dramatic in EPHB4 transfected HEK293 cells than in wild‐type HEK293 cells (Fig. S10C,D). These results were consistent with the effect of vandetanib on K562 cells.

It is interesting to note that vandetanib could downregulate the EPHB4 expression at both mRNA (Fig. 3E) and protein level (Fig. 3F) in K562 cells. In addition, vandetanib could also decrease the phosphorylation of EPHB4 in K562 cells (Fig. 3F). Moreover, vandetanib treatment dramatically downregulates the protein level of EPHB4 and the phosphorylation of EPHB4 in MEG‐01 cells (Fig. S11). Figure 3G shows that MG‐132 treatment rapidly and dramatically increased EPHB4 protein expression in these cells. In addition, EPHB4 ubiquitylation is directly enhanced by vandetanib treatment (Fig. 3H). These data indicated that the downregulation in the protein expression level of EPHB4 was, at least in part, mediated by ubiquitin‐proteasome pathway.

Ephrin type‐B receptor 4 knockdown downregulated the main members of PI3K/AKT and MAPK signaling (such as PI3K P85, p‐AKT, p‐MTOR and p‐ERK1/2) shown in Fig. S12A. In addition, several important components in PI3K/AKT and MAPK/ERK signaling pathways were also investigated by western blot following treatment with vandetanib (Fig. 3I,J). As shown in Fig. 3I, the protein levels of p‐PI3K‐P85/P55 and PI3K‐P85/P55, two main subunits of PI3K, were decreased in K562 cells following vandetanib treatment. The phosphorylation of AKT and MTOR was also reduced by vandetanib treatment. Vandetanib treatment also led to decreased phosphorylation of MEK1/2 and ERK1/2 and increased phosphorylation of P38 in K562 cells (Fig. 3J) in a dose‐dependent manner. Moreover, vandetanib regulated the main protein levels of EPHB4 and main downstream signaling members (PI3K P85, p‐AKT, p‐MTOR, p‐ERK1/2) in a time‐dependent manner (Fig. S12B).

### 3.5 Vandetanib bound EPHB4 motifs

Molecular dynamics simulations were then used to determine the binding site of vandetanib on EPHB4 and its mode of binding. As shown in Fig. S13A,B, the two simulation systems (EPHB4 and EPHB4‐vandetanib) were stable during the entire dynamics simulation process, with the temperature being constant at approximately 298 K and with no abnormal changes in energy. Meanwhile, the energy of the EPHB4‐vandetanib system was lower than that of the EPHB4 system (Fig. S13B), and the root mean square deviation (RMSD) value of the main chain atoms of EPHB4 in the complex (EPHB4‐vandetanib) was lower (around 2.7 Å) than that of EPHB4 alone (around 3.0 Å; Fig. S13C). In addition, compared with that of EPHB4 alone, the residues of the ligand‐binding region in the complex (EPHB4‐vandetanib) fluctuated much more dramatically and the other regions were less affected by ligands (Fig. S13D). The above data indicate that the system was more stable after binding to vandetanib.

The MM/PBSA method [35, 36] was also used to further calculate the binding free energy of the complex system. As shown in Table S9, the Van der Waal's energy (∆Evdw) had a major positive impact on the ligand binding and was the main driving force in the binding of vandetanib to EPHB4.

To further explore the binding mode of the active vandetanib‐binding pockets in EPHB4 protein, the interaction between vandetanib and EPHB4 protein residues was analyzed in detail. A structure with the lowest energy from MD track in the last 20 ns equilibrium was selected to analyze the interactions between the ligand in its binding pocket and the related residues by using the autodock 4.2 (Fig. 4A). Vandetanib bound to an aniline ring and a piperidine ring by a quinazoline parent nucleus. The F and Br substitutions of the aniline ring inserted into the inner grooves of the protein cavities showed a maximum overlap between the hydrophobic regions of the EPHB4 protein and the plane of the EPHB4 parent nucleus to ensure the stability of vandetanib inside the EPHB4 receptor. To further stabilize the interaction between vandetanib and EPHB4, the methoxy group present on the parent nucleus extended into the outer space on the edge of the hydrophobic pocket. The anilino group of the piperidine ring was close to an α‐helix (residue 41–53). Finally, vandetanib interacted stably with a hydrophobic pocket in EPHB4 composed of 12 residues including Isoleucine14, Glycine15, Valine 22, Methionine83, Asparagine85, Glycien86, Alanine87, Serine90, Phenylalanine91, Arginine93, Leucine94 and Leucine134.

**Fig. 4:**
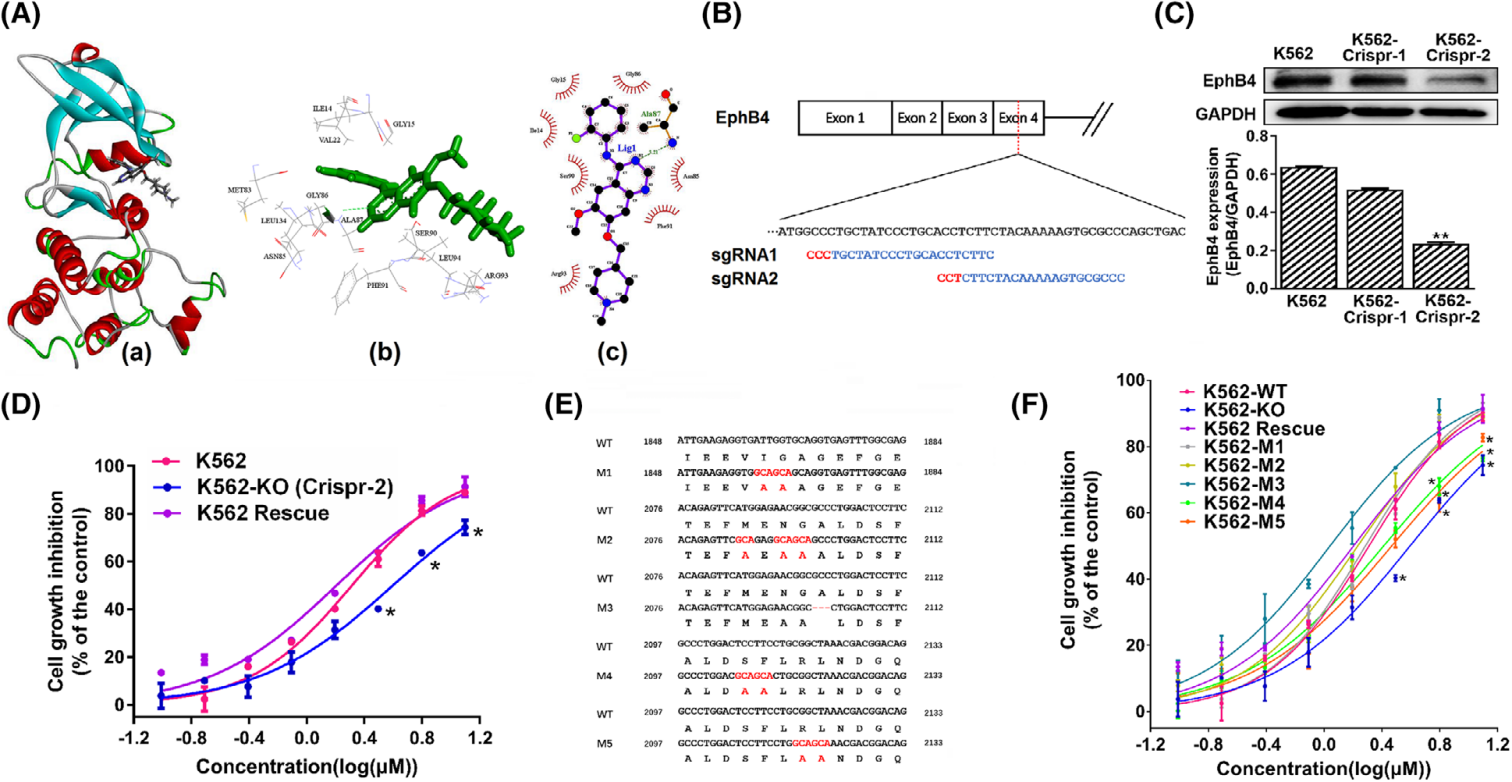
Vandetanib bound ephrin type‐B receptor 4 (EPHB4) motifs. (A) The structure graphs of the vandetanib and EPHB4 with the lowest energy from molecular dynamics (MD) track in the last 20 ns equilibrium by using the autodock 4.2. (a) Three‐dimensional structure graph; (b) binding region; (c) plane schematic of interaction between the receptor and ligand. (B) Genomic position of sgRNAs and PAMs for *EPHB4* knock‐out line, PAM site was colored in red. (C) The protein expression of EPHB4 in K562, K562‐Crispr‐1 and K562‐Crispr‐2 cells determined by western blot assay. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. **P < 0.01 versus the K562 group. (D) Vandetanib sensitivity analysis on wild‐type, EPHB4 knock‐out and EPHB4 rescue cell lines after treatment for 48 h. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05 versus the K562 group. (E) Five point‐mutation (M1–M5) and their corresponding wild‐type (WT) sequences. The point‐mutations of EPHB4: M1, I14A, G15A; M2, M83A, N85A, G86A; M3, A87Del; M4, S90A, F91A; M5, R93A, L94A. (F) Vandetanib sensitivity analysis on mutation lines after treatment for 48 h. The curves of each mutation lines demonstrate the relative cell survival rate on different drug concentration. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05 versus the K562‐WT group. Data represent the means ± SEM (*n* = 3).

Based on the MD simulations, the above‐mentioned 12 residues likely function as the major binding site for vandetanib. To test this hypothesis, several K562 sublines with selective mutation in these residues were generated. SgRNAs for EPHB4 knockout were designed at exon 4 according to protein domain conservation as shown in Fig. 4B. According to available online *in silico* analysis, *EPHB4*‐Crispr‐1 showed strong off‐target prediction, whereas *EPHB4*‐Crispr‐2 was expected to be good as the gRNA targeting EPHB4. It was also in line with the western blotting analysis that only *EPHB4*‐Crispr‐2 plasmid transfection significantly downregulated the protein expression of EPHB4 in K562 cells (Fig. 4C). Moreover, *EPHB4*‐Crispr‐1 transfection had no obvious effect on inhibitory effect of vandetanib compared with wild‐type control (Fig. S14). Therefore, *EPHB4*‐Crispr‐2 was selected to continue all the subsequent experiments. The positive K562 knockout cells were confirmed to have lower expression of EPHB4 (via qPCR and western blot; Fig. S15) and significantly decreased sensitivity to vandetanib compared with wild‐type control (Fig. 4D). Similar results were obtained in siRNA knockdown of EPHB4 (Fig. S16). In addition, the growth defects could be fully rescued by transfection of EPHB4 (Fig. S15 and Fig. 4D). The K562 EPHB4‐KO cells were subsequently used to generate five sublines with defined mutations in the 12 aa residues. The five mutants M1 (I14A, G15A), M2 (M83A, N85A, G86A), M3 (A87Del), M4 (S90A, F91A) and M5 (R93A, L94A) cover 10 out of the 12 putative hotspots as shown in Fig. 4E and were confirmed by sequencing (Fig. S17).

The five mutant sublines were treated with various concentrations of vandetanib for 48 h. As shown in Fig. 4F and Table S10, the M5 and M4 mutants showed significantly higher cell viability compared to wild‐type K562 cells. At the high‐concentration range of vandetanib, the M5 mutant showed a drug response curve that was similar to that of EPHB4‐knockout subline. Similar results were shown for M4 mutants. On the other hand, the other three mutants were comparable to wild‐type K562 cells in drug response, suggesting that A93&L94 and S90&91 may function as a core docking site for vandetanib.

### 3.6 The inhibitory action of vandetanib on K562 tumor *in vivo*

Figure 5A–C shows the *in vivo* antitumor activity of vandetanib at a dosage of 40 mg·kg^−1^. Vandetanib showed remarkable inhibition against wild‐type K562 tumor growth. To evaluate the *in vivo* effect of vandetanib on the proliferation and apoptosis of tumor cells, the tumor tissues were subjected to TUNEL and Ki67 cell proliferation assays. As shown in Fig. 5D, vandetanib treatment led to a significant increase in the number of TUNEL‐positive cells and a decrease in the number of Ki67‐positive cells, indicating that vandetanib could induce cell apoptosis and inhibit cell proliferation *in vivo*.

**Fig. 5:**
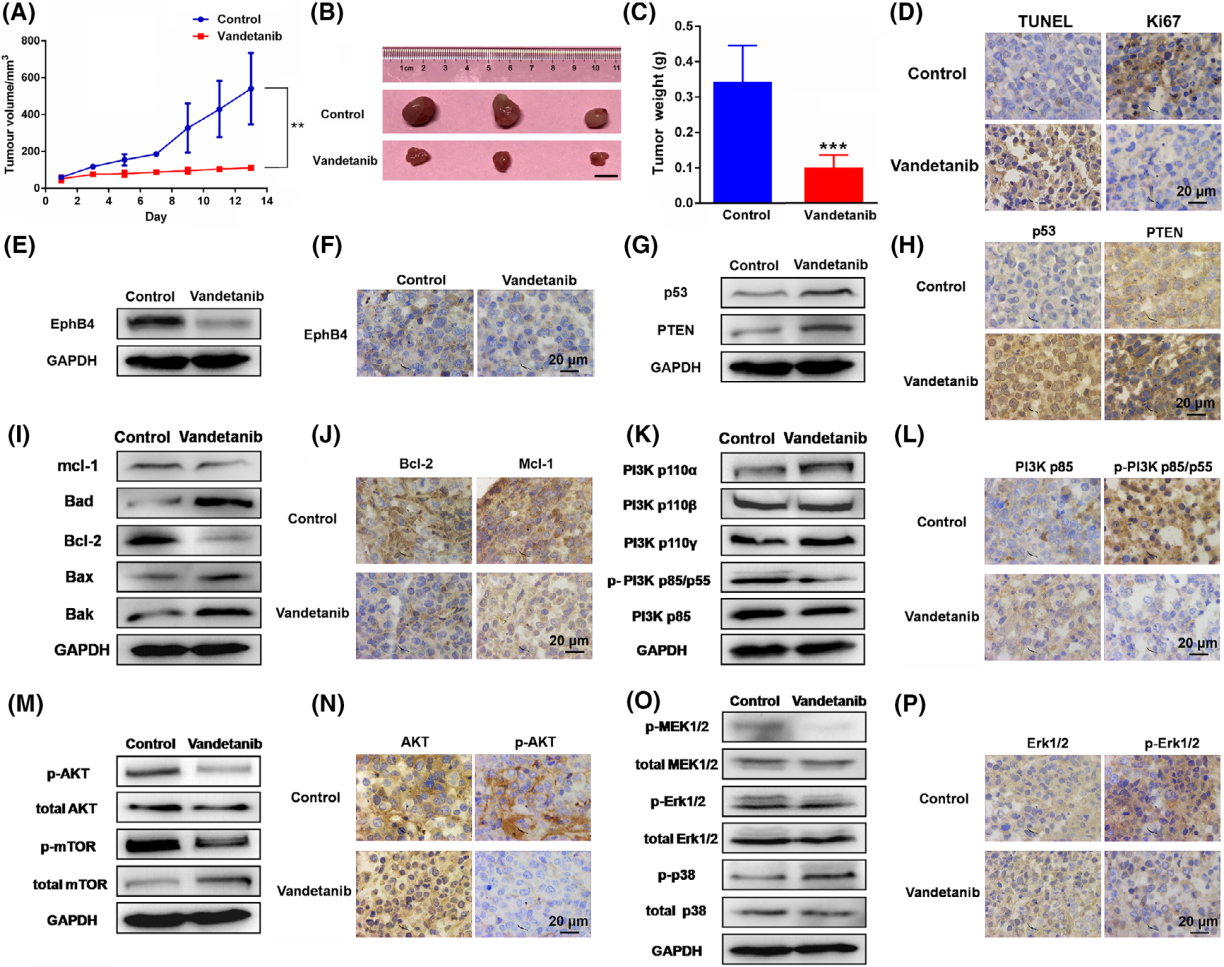
The inhibitory action of vandetanib on K562 tumor *in vivo*. (A) Tumor sizes were plotted as tumor volumes at different time point. Vandetanib dose was 40 mg·kg^−1^. *P*‐values were generated by Student's *t*‐test. **P < 0.01 versus control group. (B) The representative image of the tumor with different treatment at day 14. Scale bar, 1 cm. (C) The tumor weight of each group at day 14. *P*‐values were generated by Student's *t*‐test. ***P < 0.001 versus control group. (D) The immunohistochemical analysis of TUNEL and Ki67 in K562 tumor tissues. Scale bar, 20 μm. (E) the protein amount of ephrin type‐B receptor 4 (EPHB4) in K562 tumor tissues. (F) The immunohistochemical analysis of EPHB4 in K562 tumor tissues. Scale bar, 20 μm. (G) The protein amount of P53 and PTEN in K562 tumor tissues. (H) The immunohistochemical analysis of P53 and PTEN in K562 tumor tissues. Scale bar, 20 μm. (I) The protein amount of apoptosis related protein expression in K562 tumor tissues. (J) The immunohistochemical analysis of BCL‐2, MCL‐1 in K562 tumor tissues. Scale bar, 20 μm. (K) The protein amount of PI3K‐P110α, PI3K‐P110β, PI3K‐P110γ, p‐PI3K‐P85/p55 and PI3K‐P85 in K562 tumor tissues. (L) The immunohistochemical analysis of PI3K P85 and p‐PI3K P85/p55 in K562 tumor tissues. Scale bar, 20 μm. (M) The protein amount of AKT, p‐AKT, MTOR and p‐MTOR in K562 tumor tissues. (N) The immunohistochemical analysis of AKT and p‐AKT in K562 tumor tissues. Scale bar, 20 μm. (O) The protein amount of MEK1/2, p‐MEK1/2, ERK1/2, p‐ERK1/2, P38 and p‐P38 in K562 tumor tissues. (P) The immunohistochemical analysis of ERK1/2 and p‐ERK1/2 in K562 tumor tissues. Scale bar, 20 μm. Data represent the means ± SEM (*n* = 3).

### 3.7 Effect of vandetanib on EPHB4 signaling *in vivo*

The protein expression of EPHB4 and its related molecules *in vivo* was investigated by immunohistochemistry and western blot which was quantified by densitometry analysis (Fig. S18). The results showed that EPHB4 expression was significantly decreased by vandetanib treatment (Fig. 5E,F), while the expression of the related molecules P53 and PTEN was upregulated (Fig. 5G,H). Moreover, vandetanib treatment could decrease the protein expression of MCL‐1 and BCL‐2 and increase the expression of BAD, BAX and BAK in K562 tumor tissues (Fig. 5I), which was consistent with the regulation of apoptosis‐related proteins in cancer cells *in vitro* (Fig. 3B). Furthermore, immunohistochemistry showed that the expression levels of BCL‐2 and MCL‐1, two major cell apoptosis‐related molecules, were decreased by vandetanib in K562 tumor tissues (Fig. 5J). The effect of vandetanib on some important components in the PI3K/AKT and MAPK/ERK signaling pathways was also investigated by western blot and immunohistochemistry. Treatment with vandetanib significantly decreased the levels of p‐PI3K P85/P55 and the phosphorylation of AKT, MTOR, MEK1/2 and ERK1/2 and increased the phosphorylation of P38 in K562 tumor tissues (Fig. 5K,M,O). These western results were confirmed by immunohistochemistry in K562 tumor tissues (Fig. 5L,N,P).

### 3.8 The synergetic action of vandetanib on imatinib‐resistant K562 tumor

After demonstrating the direct inhibitory effect of vandetanib on wild‐type K562 cells *in vitro* and *in vivo*, we further examined whether combination with vandetanib could sensitize imatinib‐resistant K562 cells to imatinib treatment. Imatinib‐resistant K562 cancer cells were developed via treating with incremental concentrations of imatinib [37]. As shown in Fig. 6A,B, combination of vandetanib and imatinib resulted in an enhanced and synergistic growth inhibition against imatinib‐resistant K562 cells compared to the effects from vandetanib or imatinib alone. In addition, combination group (80.16%) was more effective in inducing cell apoptosis compared to treatment with vandetanib (39.47%) or imatinib (16.09%) alone (Fig. 6C). Figure 6D–F shows the *in vivo* antitumor activity of the combination treatment in an imatinib‐resistant K562 xenograft model at an imatinib dosage of 100 mg·kg^−1^ and a vandetanib dose of 40 mg·kg^−1^, respectively. Imatinib alone showed minimal effect in inhibiting the tumor growth. Vandetanib was more effective than imatinib in inhibiting the tumor growth. The combination of the two drugs led to the best therapeutic outcome compared to the single treatment groups.

**Fig. 6:**
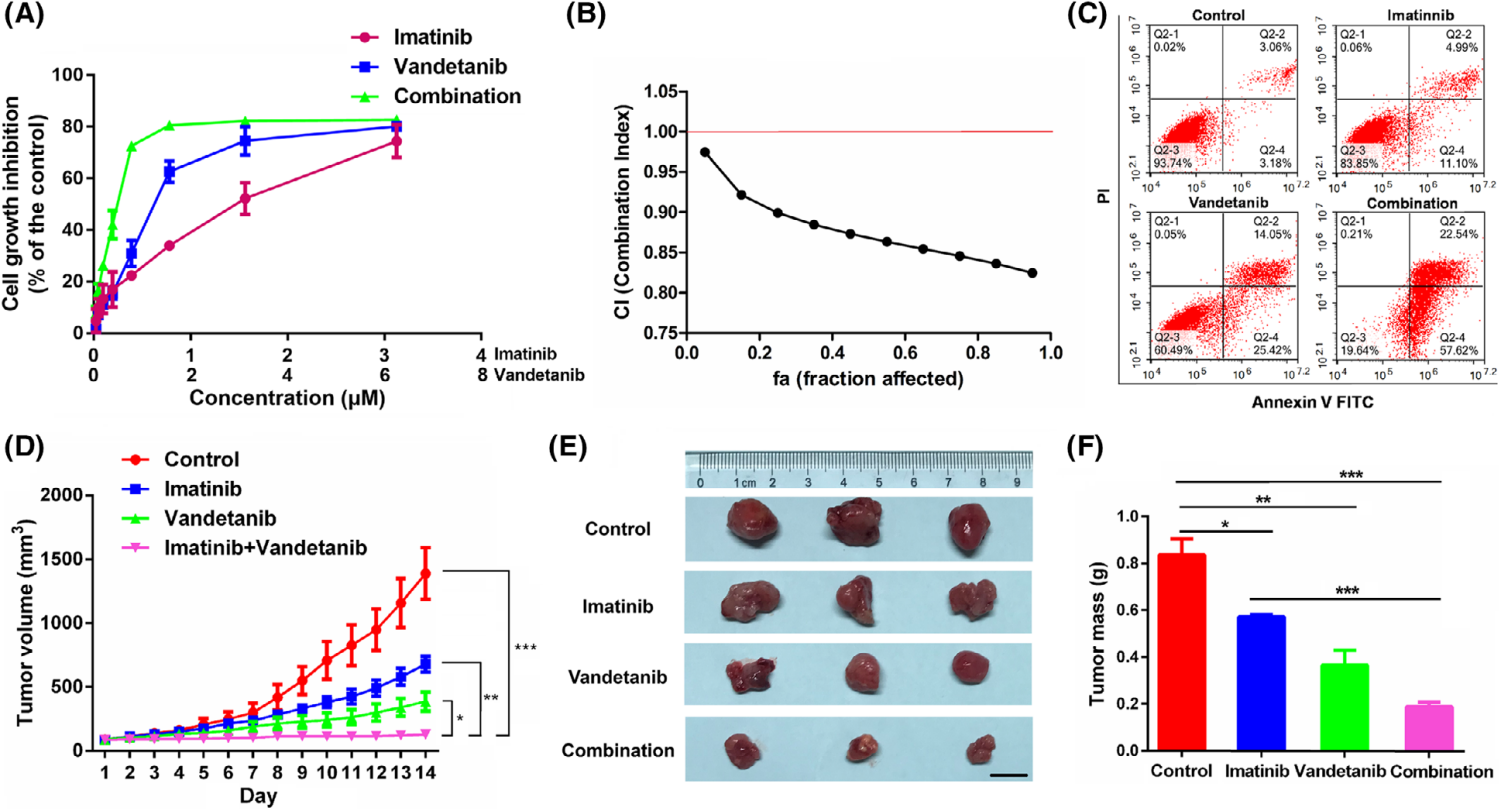
The synergetic action of vandetanib on imatinib‐resistant K562 tumor *in vitro* and *in vivo*. (A) Dose–response study of a fixed ratio combination of imatinib (0.0–3.12 μm) and vandetanib (0.0–6.25 μm) for 48 h against K562 cells. (B) Fa‐CI plot in which fa and CI indicate fraction affected and combination index, respectively. CI < 1, CI = 1 and CI > 1 denote synergistic, additive and antagonistic interaction, respectively. (C) Effect of vandetanib alone, imatinib alone and combination for 48 h on cell apoptosis in imatinib‐resistant K562 cells. (D) Tumor sizes were plotted as tumor volumes at different time point in imatinib‐resistant K562 tumor model. Vandetanib dose was 40 mg·kg^−1^ and imatinib dose was 100 mg·kg^−1^. *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001 versus control group. (E) The representative image of the tumor with different treatment in imatinib‐resistant K562 tumor model at day 14. Scale bar, 1 cm. (F) The tumor weight of each group at day 14 in imatinib‐resistant K562 tumor model. Data represent the means ± SEM (*n* = 3). *P*‐values were generated by one‐way ANOVA using the Tukey test for multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001 versus control group.

## 4 Discussion

Ephrin type‐B receptor 4 plays key roles in cancer progression, such as cell growth, survival, angiogenesis, migration, metastasis and so on [38]. EPHB4 has become important components of various cancer treatment strategies [10, 38]. Recent reports show that EPHB4 is overexpressed in K562 cell line [10, 18], and high expression of EPHB4 is associated with imatinib resistance [9, 19] and dasatinib resistance [17], suggesting that EPHB4 may represent a potential target for CML therapy. In this study, the role of EPHB4 in CML was evaluated. Our data showed that EPHB4 was highly expressed in CML, and knockdown of EPHB4 expression in K562 cells led to significant slow‐down of cell growth *in vitro* and the growth defects could be fully rescued by transfection with EPHB4. The above data strongly suggest that *EPHB4* is an oncogene in CML that plays an important role in both tumor cell growth and drug response to imatinib. Hence, we attempted to screen potential drugs that can exert anti‐CML activity via targeting EPHB4. In this study, we found that vandetanib possessed remarkable antiproliferative effects on CML cells as an EPHB4 inhibitor.

To identify an EPHB4 inhibitor with a potential of rapid translation into clinic, we screened a pool of clinically approved compounds using hematologic cancer cells expressing different levels of EPHB4. K562 cells that express a high level of EPHB4 were most sensitive to vandetanib, suggesting that vandetanib might inhibit the cell growth via targeting EPHB4. Furthermore, the mRNA expression of *EPHB4* in blood samples was much higher in K562 model than in H9 model, and treatment with vandetanib led to a downregulation in the mRNA expression level of *EPHB4 in vivo*. More importantly, vandetanib showed remarkable inhibition against wild‐type K562 tumor growth *in vivo*. All above data suggested that vandetanib inhibits K562 tumor growth *in vitro* and *in vivo*.

We next went on to verify whether EPHB4 could be a therapeutic target for vandetanib. The data of SPR and AC showed that vandetanib could bind to both the extracellular functional site and the intracellular domain (the active domain of tyrosine kinase) of EPHB4 with a higher affinity for the latter, suggesting that vandetanib could affect the kinase activity of EPHB4. Accordingly, the inhibitory effects on the EPHB4 kinase activity were evaluated. Vandetanib altered EPHB4 kinase activity in a dose‐dependent manner and the effect of vandetanib was much more dramatic than NVP‐BHG712 (a small molecule EPHB4 kinase‐specific inhibitor). These data indicate that vandetanib could bind to the intracellular domain of EPHB4 and inhibit its kinase activity. In addition, our data suggested that vandetanib inhibited the growth of BaF3‐EPHB4 cells via targeting EPHB4 and with a significantly higher selectivity over NVP‐BHG712. These data validate that vandetanib could be an EPHB4 inhibitor.

Following establishment of EPHB4 as the molecular target of vandetanib, we went on to perform Genome Array assay to systematically investigate the biological consequences of vandetanib treatment with an emphasis on changes in EPHB4 signaling pathways. It is interesting to note that vandetanib could downregulate the protein level of EPHB4 in CML cells, which was mediated by transcriptional repression and ubiquitin‐proteasome pathway. Similar results were obtained *in vivo*. In addition, vandetanib could also downregulate the phosphorylation of EPHB4 in CML cells. In consistent with an important role of EPHB4 in regulation of cell apoptosis by modulation of apoptosis‐related signaling molecules like MCL‐1 [17, 39], vandetanib treatment led to significant upregulation in the expression of P53, PTEN, BAD, BAX and BAK and downregulation in the expression of RAC1, BCL‐2 and MCL‐1 at both mRNA level and protein level. Similar results were shown *in vivo*. As a consequence, vandetanib induced CML cell apoptosis in a dose‐dependent manner, which was more dramatic than in H9 cells. Also, vandetanib treatment led to a significant increase in the number of TUNEL‐positive cells in K562 tumor tissue, indicating vandetanib could induce cell apoptosis *in vivo*. These results indicate that vandetanib could induce CML cell apoptosis both *in vitro* and *in vivo*, which might be correlated with EPHB4.

PI3K/AKT and MAPK/ERK are two intracellular pathways that play an important role in cell growth [40, 41, 42]. Studies showed that PI3K/AKT and MAPK/ERK signaling pathways could be regulated by EPHB4 [43, 44, 45]. Our data showed vandetanib could downregulate the protein levels of p‐PI3K‐P85/P55 and PI3K‐P85/P55, two main subunits of PI3K and the phosphorylation of AKT and MTOR. In addition, vandetanib treatment also led to decreased phosphorylation of MEK1/2 and ERK1/2 and increased phosphorylation of P38 in K562 cells. Similar results were obtained in K562 tumor tissue. The above results suggest that vandetanib could regulate cell growth through modulating PI3K/AKT and MAPK/ERK signaling.

As the evidence that vandetanib could target EPHB4 and regulate the downstream signalings, MD simulations were used to investigate the binding mode and site of vandetanib on EPHB4. Our data showed the structure of vandetanib‐bound EPHB4 was more stable than that of EPHB4 alone, and Van der Waal's energy was the main driving force in the binding of vandetanib to EPHB4. Furthermore, the residues (Serine90, Phenylalanine91, Arginine93 and Leucine94) likely function as the core binding sites for vandetanib. Our data so far strongly support the notion that vandetanib is an EPHB4‐potent inhibitor with significantly improved selectivity over NVP‐BHG712, the best‐known inhibitor of EPHB4. Our structural study may also shed light on future development of further improved EPHB4 inhibitors.

Furthermore, transfection of *EPHB4* siRNA led to sensitization to imatinib, and transfection of EPHB4 could fully rescue the growth defect of K562 cells which were sensitive to imatinib. This indicated that inhibition of EPHB4 could sensitize K562 cells to imatinib, so we supposed that vandetanib as an EPHB4 inhibitor could increase the sensitivity of imatinib‐resistant K562 cells. Accordingly, the combination of vandetanib and imatinib led to enhanced and synergistic growth inhibition against imatinib‐resistant K562 cells *in vitro* and *in vivo*. These results indicate that vandetanib sensitized imatinib‐resistant K562 cells to imatinib.

## 5 Conclusions

Here, our study has established vandetanib as a potent inhibitor of EPHB4. Inhibition of EPHB4 by vandetanib drives growth arrest and promotes the sensitivity of imatinib‐resistant cells to imatinib in CML. Combined treatment with vandetanib and imatinib may provide a new therapeutic strategy to overcome acquired drug resistance in patients with CML. More importantly, the authors have provided positive data for the efficacy of vandetanib as a potential strategy against cancers with high‐EPHB4 expression.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

YZhang and SL designed the project. WM wrote the paper. BW performed bioinformatics analysis. WM, MZ, ZG, XD, TY and XS performed the experiment. BD, YZhan and DZ analyzed data. YJ and YW read the paper.

## Peer review

The peer review history for this article is available at https://publons.com/publon/10.1002/1878-0261.13270.

## Supporting information

**Fig. S1.** pX459 v2.0 vector map. sgRNAs are inserted into BbsI restriction site.
**Fig. S2.** Effect of vandetanib (A), afatinib (B), lapatinib (C), sunitinib (D), sorafenib (E), and erlotinib (F) for 48 h on cell proliferation in K562, H9 and JLTRG cells was determined by MTT assay.
**Fig. S3.** Effect of vandetanib (A), afatinib (B), lapatinib (C) for 48 h on cell proliferation in FDC‐P1 cells was determined by MTT assay.
**Fig. S4.** Effect of vandetanib on cell growth in MEG‐01 cells in 24, 48 and 72 h.
**Fig. S5.** Binding affinity of afatinib (A) and lapatinib (B) with the intracellular domain and extracellular domain of EphB4 by SPR analysis.
**Fig. S6.** Effect of afatinib and lapatinib on EphB4 kinase activity.
**Fig. S7.** Hierarchical cluster analysis of the genetically different populations in K562 cells with treatment with control or vandetanib for 48 h.
**Fig. S8.** The effect of EphB4 and vandetanib in regulating the apoptotic related proteins.
**Fig. S9.** Effect of vandetanib treatment for 48 h on cell apoptosis in wild type MEG‐01 cells.
**Fig. S10.** Effect of EphB4 on HEK293 cell growth induced by vandetanib.
**Fig. S11.** Protein level of EphB4 and p‐EphB4 in MEG‐01 cells treated with vandetanib (0, 0.30, 0.60 and 1.20 μm) for 48 h were examined by western blot assay.
**Fig. S12.** The effect of EphB4 induced by vandetanib on downstream signaling members.
**Fig. S13.** The stability of molecular dynamics simulation system.
**Fig. S14.** Vandetanib sensitivity analysis on wild type, EphB4‐Crispr‐1 cell lines after treatment for 48 h.
**Fig. S15.** The mRNA and protein level of EphB4 on different cell lines.
**Fig. S16.** The role of EphB4 in the biological activity of vandetanib treatment.
**Fig. S17.** Sanger sequencing data of five point‐mutation lines (M1–M5) and the corresponding WT sequences.
**Fig. S18.** The results of western blot were quantified by densitometry analysis of the bands and normalization to GAPDH.
**Table S1.** The information about the antibody used in western blot assay.
**Table S2.** Primers sequences.
**Table S3.** Primers and oligos sequences.
**Table S4.** The K562 cell growth inhibition by compounds (10 μm) screened in this study.
**Table S5.** The IC_50_ of TKIs in K562 cells and H9 cells.
**Table S6.** The IC_50_ of vandetanib in K562 cells, MEG‐01 cells and H9 cells.
**Table S7.** The *K*_D_ values of TKIs interacting with EphB4 by SPR analysis.
**Table S8.** The IC_50_ of TKIs on EphB4 kinase activity by kinase assay.
**Table S9.** The predicted binding free energies and the individual energy components computed by MM/PBSA method (neglecting the configurational entropy, kcal·mol^−1^).
**Table S10.** The IC_50_ of vandetanib in K562 cell line and other mutant sublines.

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files. Raw data are available from the author upon reasonable request. Differentially expressed mRNAs comparing K562 cells treated with control and vandetanib were analyzed by microarray analysis, and the Publish repositories accession Code is GSE158518.

# Supplementary material for: Vandetanib drives growth arrest and promotes sensitivity to imatinib in chronic myeloid leukemia by targeting ephrin type‐B receptor 4
**Source:** Mol Oncol. 2022 Jun 27;16(14):2747–65. doi: 10.1002/1878-0261.13270
**Supplement:** Supplementary file 1 — Fig. S1. pX459 v2.0 vector map. sgRNAs are inserted into BbsI restriction site. Fig. S2. Effect of vandetanib (A), afatinib (B), lapatinib (C), sunitinib (D), sorafenib (E), and erlotinib (F) for 48 h on cell proliferation in K562, H9 and JLTRG cells was determined by MTT assay. Fig. S3. Effect of vandetanib (A), afatinib (B), lapatinib (C) for 48 h on cell proliferation in FDC‐P1 cells was determined by MTT assay. Fig. S4. Effect of vandetanib on cell growth in MEG‐01 cells in 24, 48 and 72 h. Fig. S5. Binding affinity of afatinib (A) and lapatinib (B) with the intracellular domain and extracellular domain of EphB4 by SPR analysis. Fig. S6. Effect of afatinib and lapatinib on EphB4 kinase activity. Fig. S7. Hierarchical cluster analysis of the genetically different populations in K562 cells with treatment with control or vandetanib for 48 h. Fig. S8. The effect of EphB4 and vandetanib in regulating the apoptotic related proteins. Fig. S9. Effect of vandetanib treatment for 48 h on cell apoptosis in wild type MEG‐01 cells. Fig. S10. Effect of EphB4 on HEK293 cell growth induced by vandetanib. Fig. S11. Protein level of EphB4 and p‐EphB4 in MEG‐01 cells treated with vandetanib (0, 0.30, 0.60 and 1.20 μm) for 48 h were examined by western blot assay. Fig. S12. The effect of EphB4 induced by vandetanib on downstream signaling members. Fig. S13. The stability of molecular dynamics simulation system. Fig. S14. Vandetanib sensitivity analysis on wild type, EphB4‐Crispr‐1 cell lines after treatment for 48 h. Fig. S15. The mRNA and protein level of EphB4 on different cell lines. Fig. S16. The role of EphB4 in the biological activity of vandetanib treatment. Fig. S17. Sanger sequencing data of five point‐mutation lines (M1–M5) and the corresponding WT sequences. Fig. S18. The results of western blot were quantified by densitometry analysis of the bands and normalization to GAPDH. Table S1. The information about the antibody used in western blot assay. Table S2. Primers seque

**Supplementary Materials**

**1. Supplementary figures**

**2. Supplementary tables**

**1. Supplementary figures**

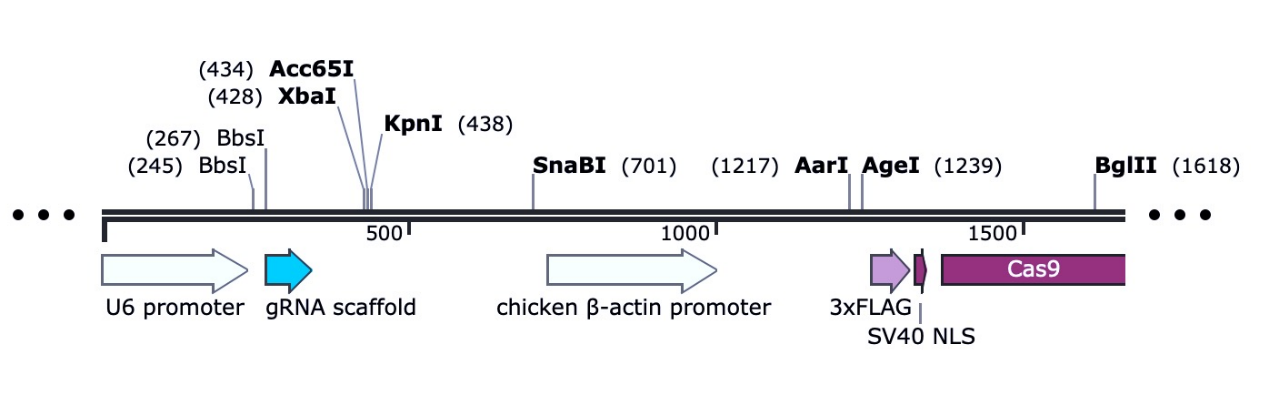

**Fig. S1** pX459 v2.0 vector map. sgRNAs are inserted into BbsI restriction site.

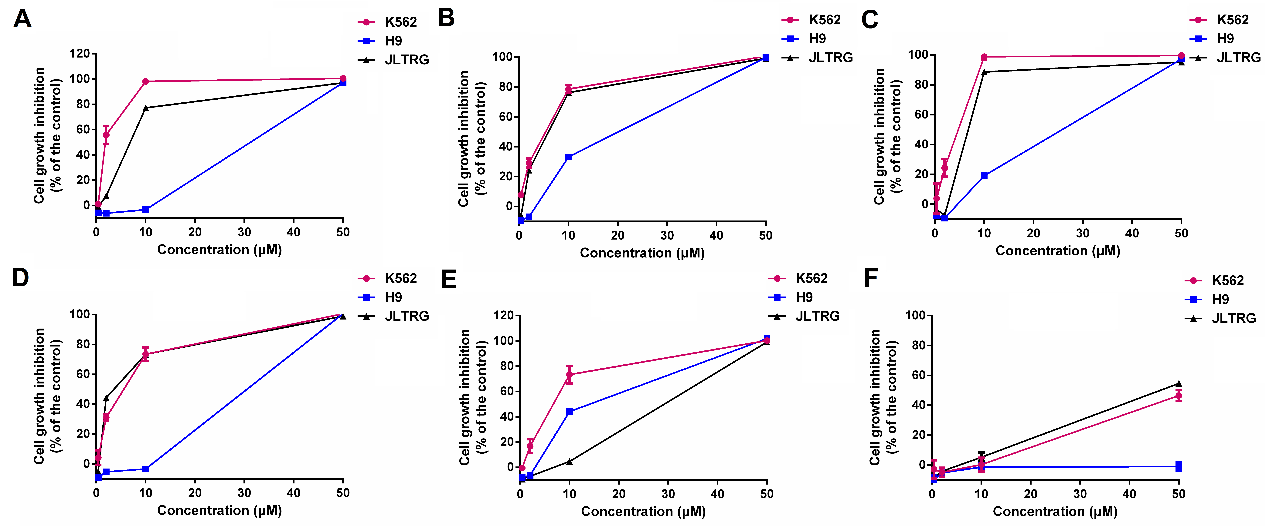

**Fig. S2** Effect of vandetanib **(A)**, afatinib **(B)**, lapatinib **(C)**, sunitinib **(D)**, sorafenib **(E)**, and erlotinib **(F)** for 48 h on cell proliferation in K562, H9 and JLTRG cells was determined by MTT assay. The values represent the average of three independent experiments. Data represents the means ± SEM (n=3).

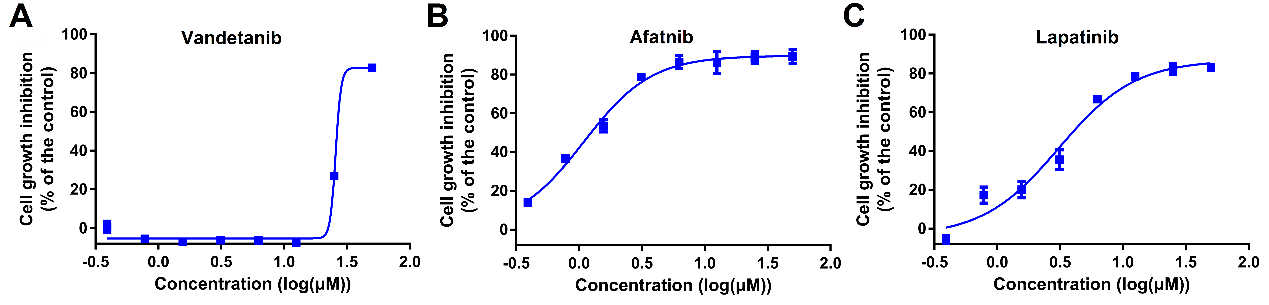

**Fig. S3** Effect of vandetanib **(A)**, afatinib **(B)**, lapatinib **(C)** for 48 h on cell proliferation in FDC-P1 cells was determined by MTT assay. The values represent the average of three independent experiments. Data represents the means ± SEM (n=3).

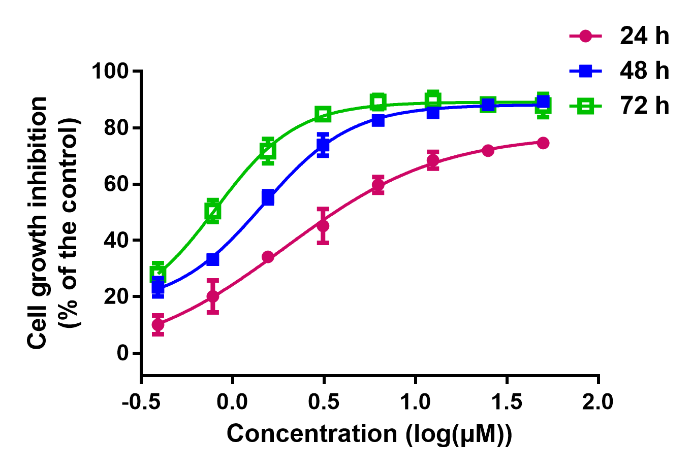

**Fig. S4** Effect of vandetanib on cell growth in MEG-01 cells in 24 h, 48 h and 72 h. The values represent the average of three independent experiments. Data represents the means ± SEM (n=3).

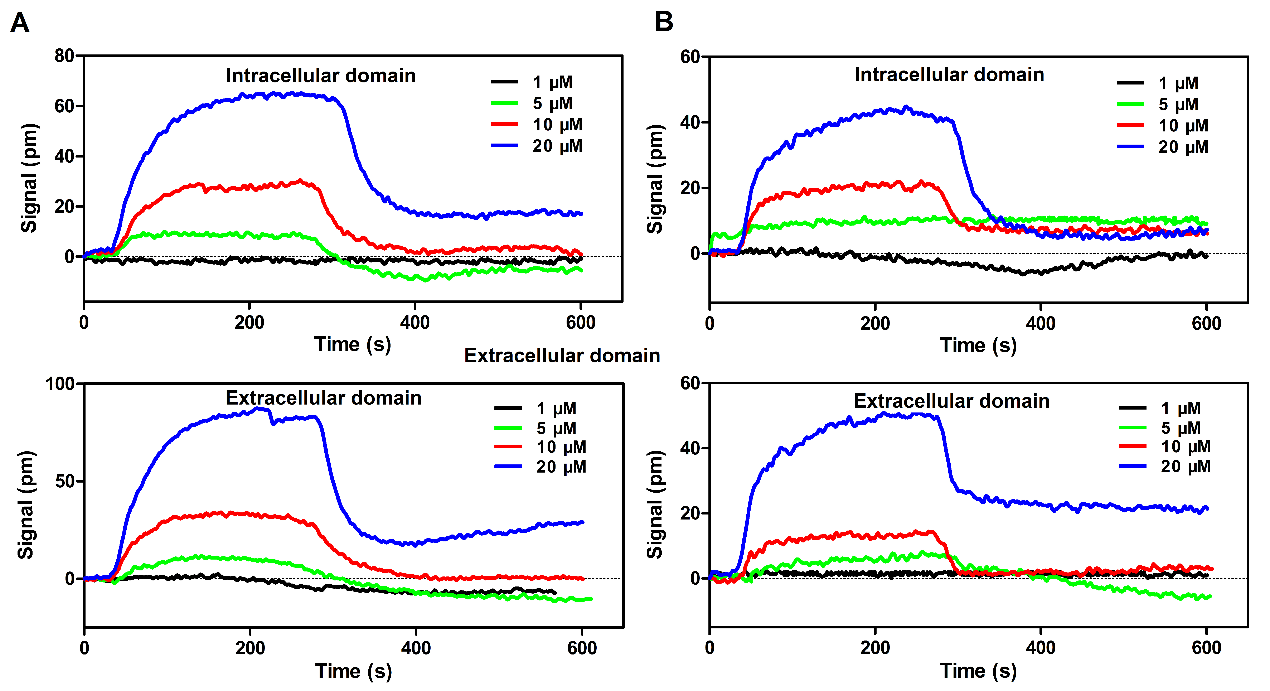

**Fig. S5** Binding affinity of afatinib **(A)** and lapatinib **(B)** with the intracellular domain and extracellular domain of EphB4 by SPR analysis.

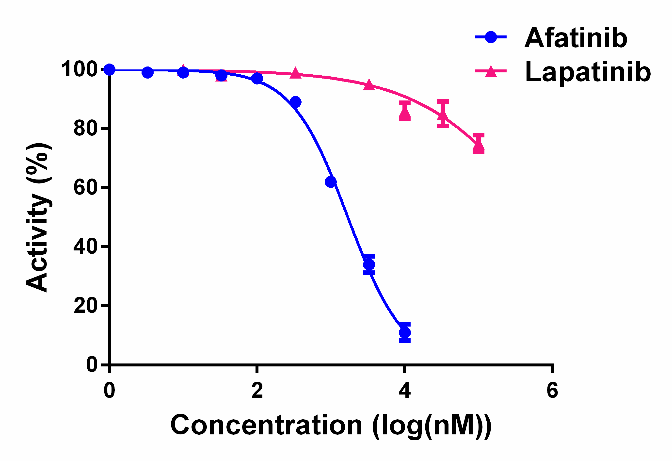

**Fig. S6** Effect of afatinib and lapatinib on EphB4 kinase activity.

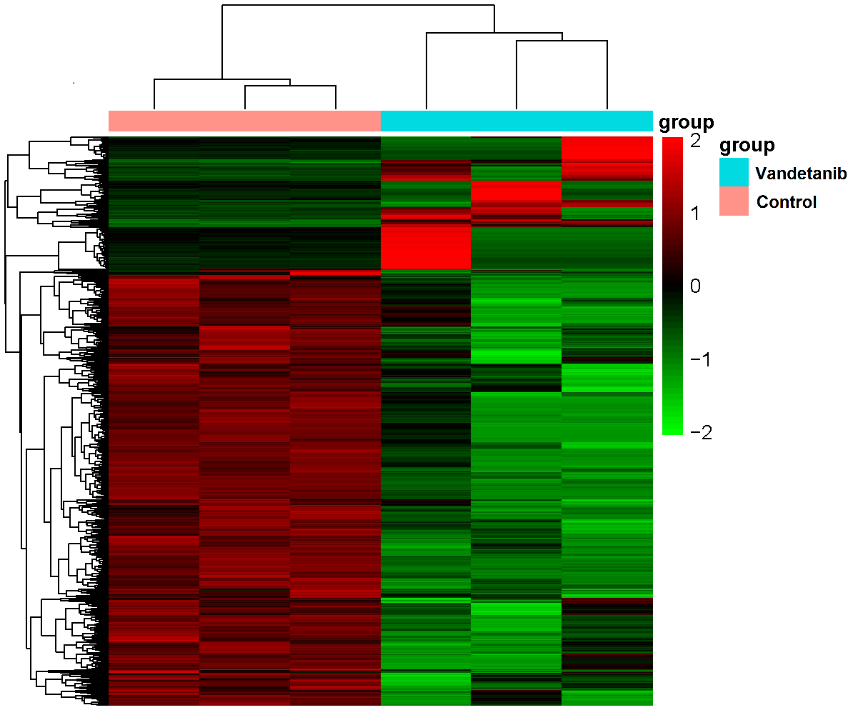

**Fig. S7** Hierarchical cluster analysis of the genetically different populations in K562 cells with treatment with control or vandetanib for 48 h. Each column represents one sample, and each gene was depicted by one row, where red denotes an increase in gene expression and green denotes a decrease in gene expression as compared with the other group.

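Control samples resembled one another far more than vandetanib samples did. Across the mRNA transcripts, Pearson correlations of log2(value + 1) were 0.902 to 0.908 between control samples, 0.225 to 0.304 between vandetanib samples and 0.272 to 0.407 between the groups (transcripts are not independent replicates). HBG2, a fetal globin of the erythroid K562 line (ENST00000336906), shows this spread, with 512 ± 15.8 in control and 642, 592 and 0 in vandetanib replicates 1, 2 and 3. Filamin A (FLNA, ENST00000369850) varied among the controls instead, at 0, 107 and 25.0. Each of these is 1 transcript and need not show the spread of its gene. DYNC1H1, a dynein motor subunit, had 87.1 ± 1.31 in control and 24.5 ± 11.9 in vandetanib (SD, n = 3 each; log2 fold change -1.88, adjusted p = 0.0879 from limma). The median coefficient of variation was 16.6% in control and 101% in vandetanib, and a single sample carried over 90% of its group's sum for 22 control and 1168 vandetanib transcripts of 3380. Among transcripts with a mean of at least 5 the latter count is 702 of 2527.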

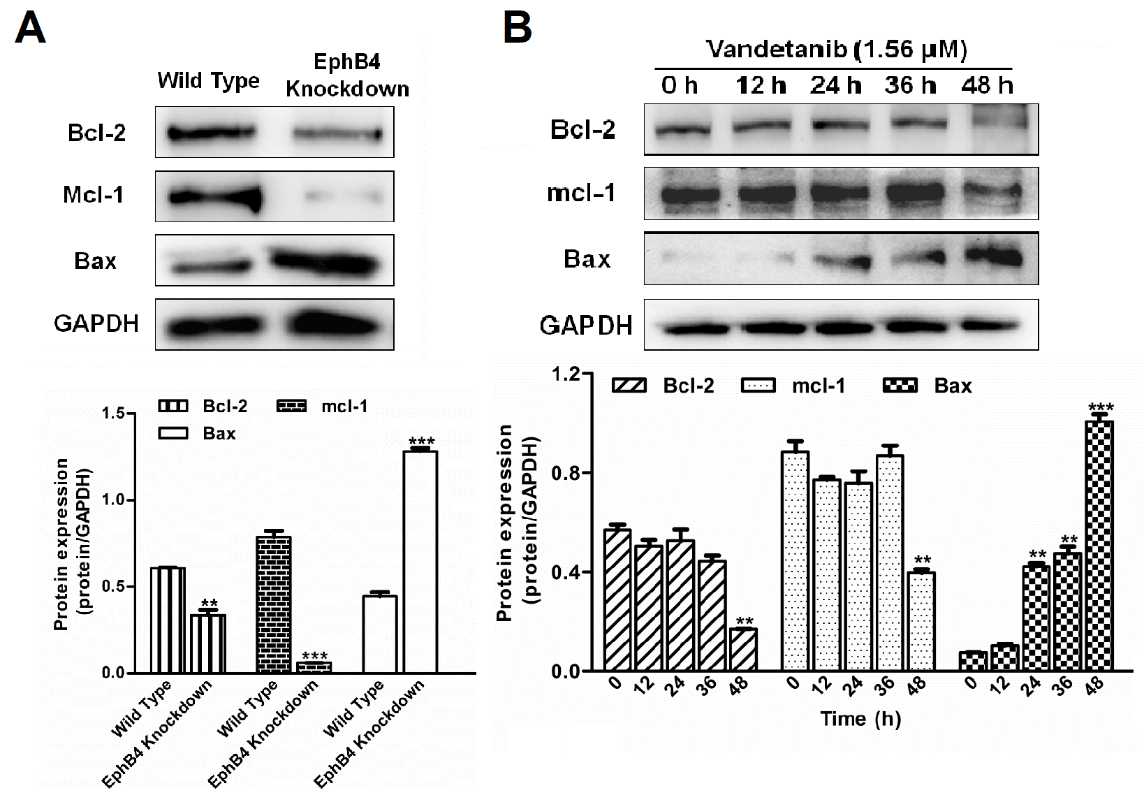

**Fig. S8** The effect of EphB4 and vandetanib in regulating the apoptotic related proteins. **(A)** The protein level of Bcl-2, Mcl-1, and Bax in wild type and EphB4 knockdown K562 cells. **p*< 0.05, ***p*< 0.01, ****p*< 0.001 versus the untreated control group. **(B)** Effect of vandetanib treatment on cell apoptosis related protein (Bcl-2, Mcl-1, and Bax) expression at different time. **p*< 0.05, ***p*< 0.01, ****p*< 0.001 versus the untreated control group. All the results were quantified by densitometry analysis of the bands and normalization to GAPDH. Data represents the means ± SEM (n=3).

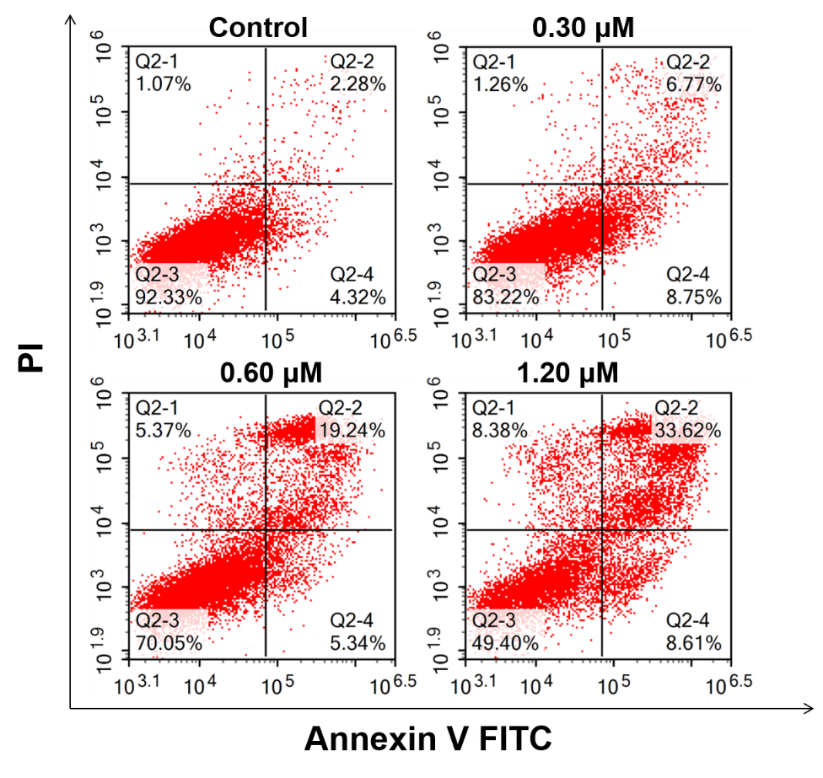

**Fig. S9** Effect of vandetanib treatment for 48 h on cell apoptosis in wild type MEG-01 cells.

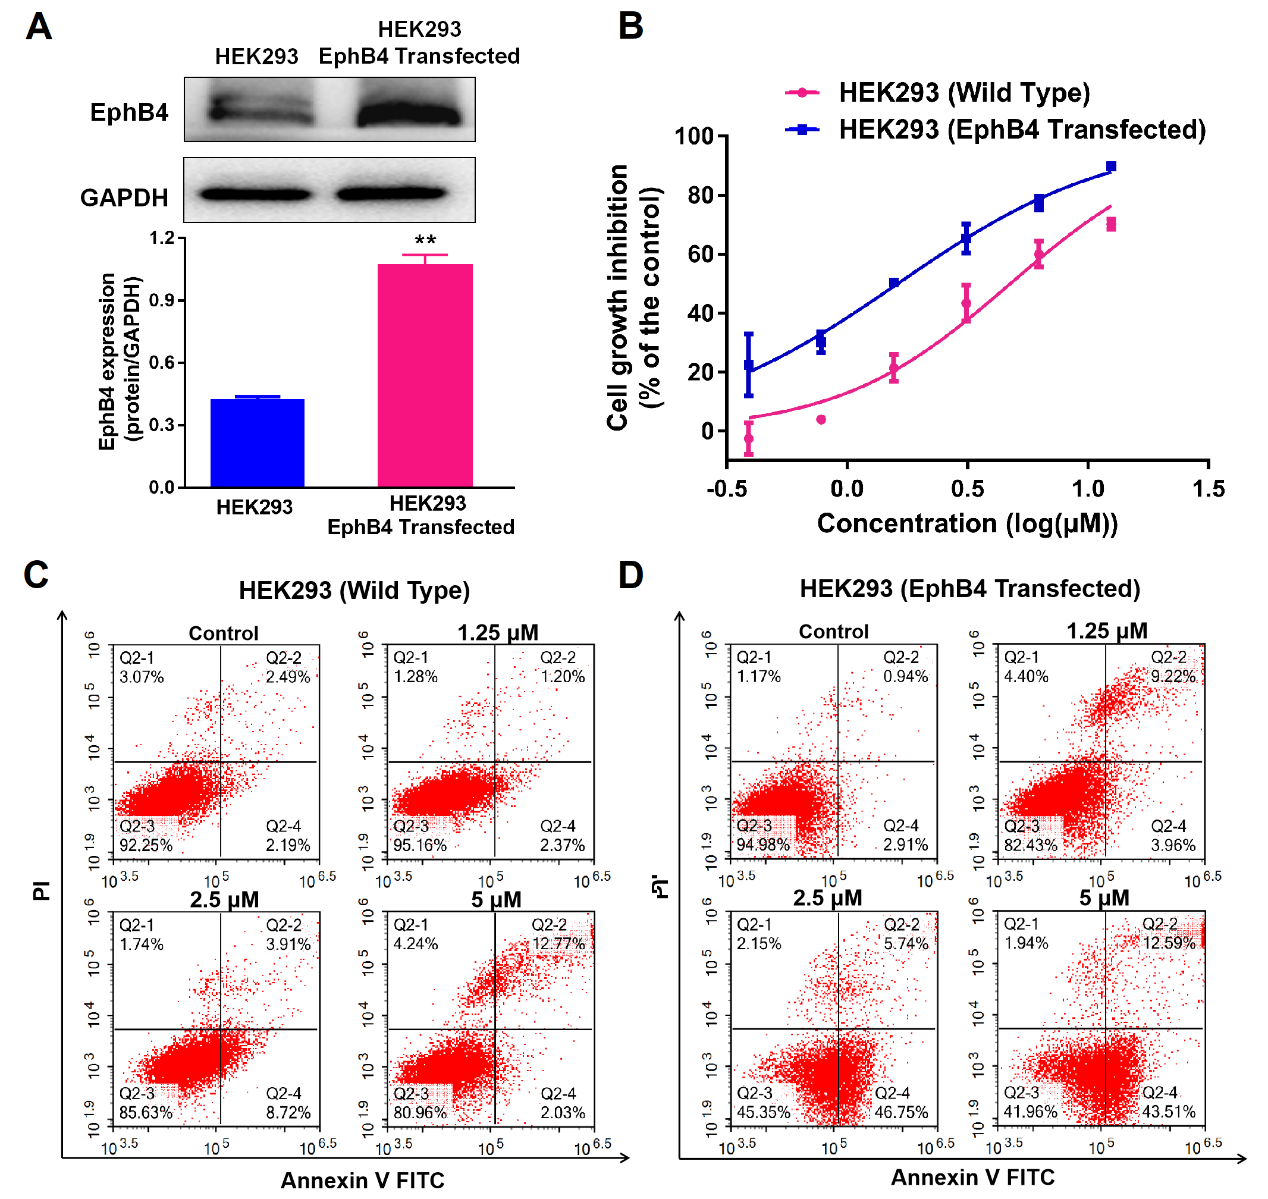

**Fig. S10** Effect of EphB4 on HEK293 cell growth induced by vandetanib. **(A)** The protein expression of EphB4 in wild type and EphB4 transfected HEK293 cells. **p*< 0.05, ***p*< 0.01 versus the untreated HEK293 group. **(B)** Effect of vandetanib for 48 h on cell proliferation in wild type and EphB4 transfected HEK293 cells was determined by MTT assay. **(C)** Effect of vandetanib treatment for 48 h on cell apoptosis in wild type HEK293 cells. **(D)** Effect of vandetanib treatment for 48 h on cell apoptosis in EphB4 transfected HEK293 cells. The values represent the average of three independent experiments. Data represents the means ± SEM (n=3).

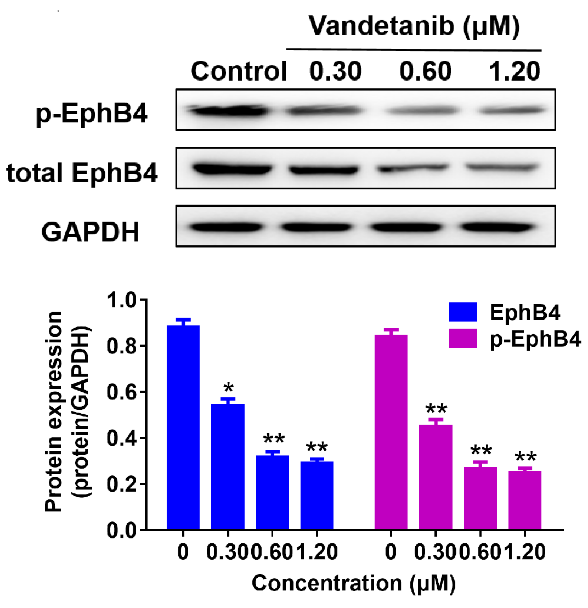

**Fig. S11** Protein level of EphB4 and p-EphB4 in MEG-01 cells treated with vandetanib (0, 0.30, 0.60 and 1.20 μM) for 48 h were examined by western blot assay. **p*< 0.05, ***p*< 0.01 versus the untreated control group.

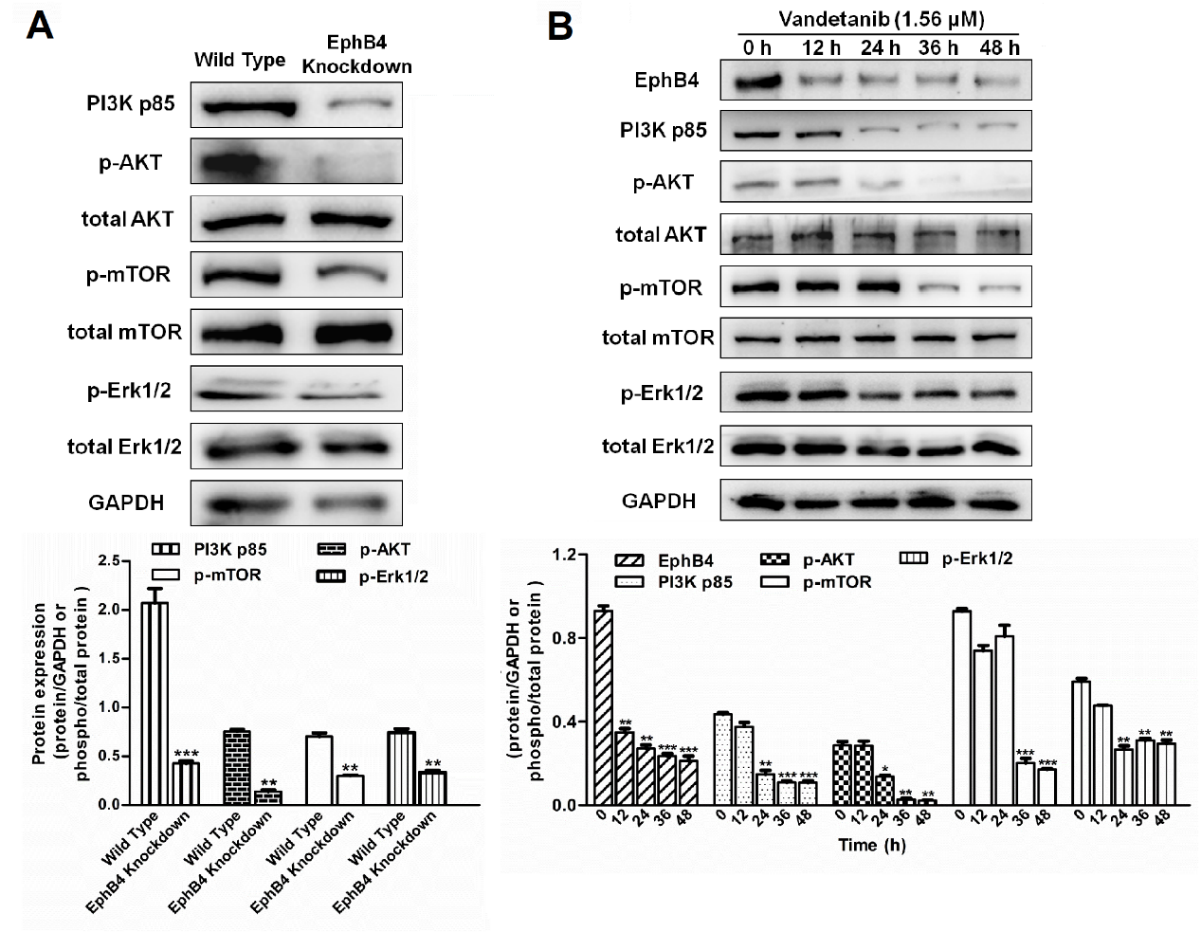

**Fig. S12** The effect of EphB4 induced by vandetanib on downstream signaling members. **(A)** The protein level of PI3K p85, p-AKT, AKT, p-mTOR, mTOR, p-Erk1/2 and Erk1/2 in wild type and EphB4 knockdown K562 cells. **p*< 0.05, ***p*< 0.01, ****p*< 0.001 versus the untreated control group. **(B)** Protein level of EphB4, p-PI3K-p85/p55, the phosphorylation of AKT, mTOR and Erk1/2 in cell lysates of K562 cells treated with vandetanib at different time. **p*< 0.05, ***p*< 0.01, ****p*< 0.001 versus the untreated control group. All the results were quantified by densitometry analysis of the bands and normalization to GAPDH. Data represents the means ± SEM (n=3).

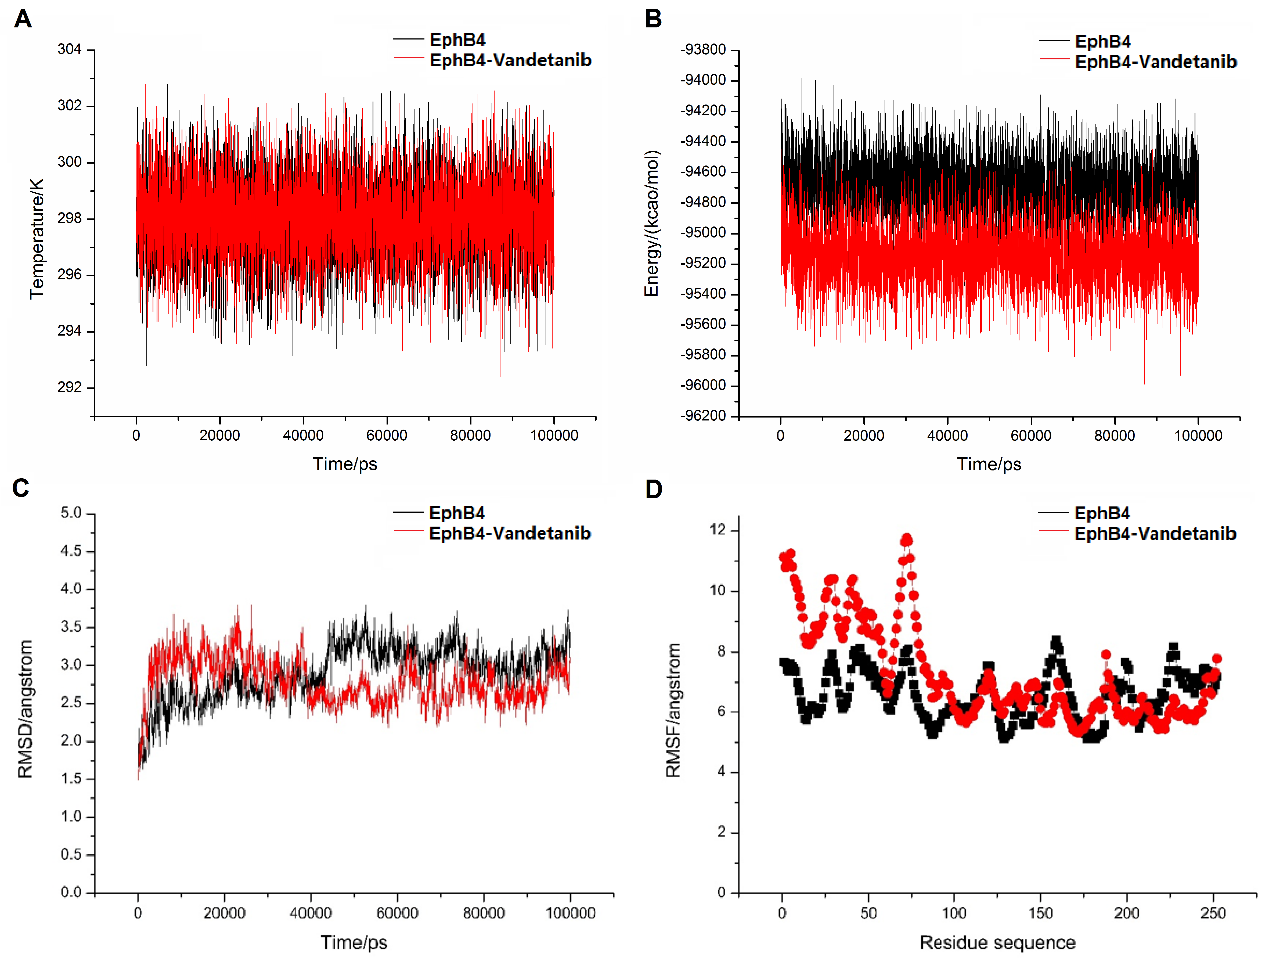

**Fig. S13** The stability of molecular dynamics simulation system. **(A)** The temperature variation of the models during 100 ns MD simulations. **(B)** The energy variation of the models during 100 ns MD simulations. **(C)** The backbone heavy-atom root-mean-square deviations (RMSD) of the EphB4 and EphB4-vandetanib complex at 298 K during 100 ns MD simulations. **(D)** The backbone atomic root-mean-square fluctuations (RMSF) values of the EphB4 and EphB4-vandetanib complex at 298 K during 100 ns MD simulations.

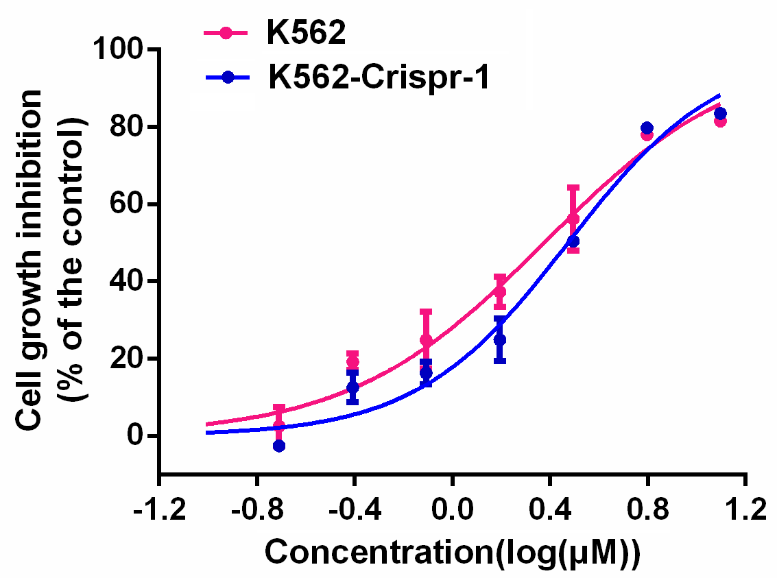

**Fig. S14** Vandetanib sensitivity analysis on wild type, EphB4-Crispr-1 cell lines after treatment for 48 h.

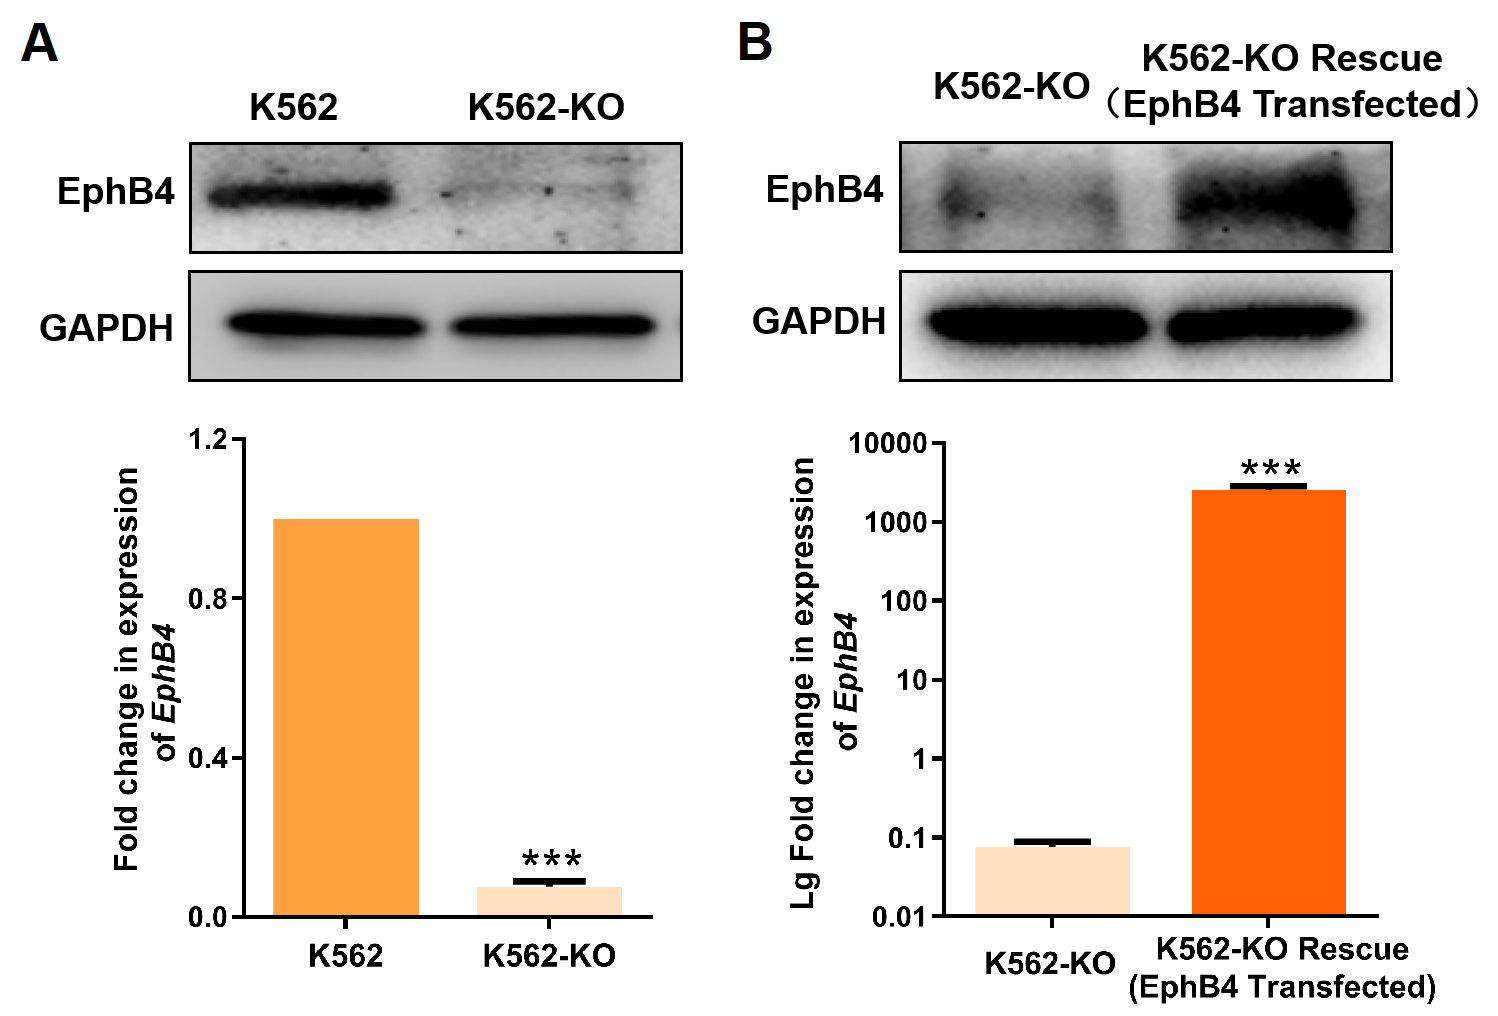

**Fig. S15** The mRNA and protein level of EphB4 on different cell lines. **(A)** The mRNA and protein level of EphB4 on K562 and K562-KO cell lines. ****p*< 0.001 versus the K562 group. **(B)** The mRNA and protein level of EphB4 on K562-KO and K562-KO Rescue cell lines. ****p*< 0.001 versus the K562 group.

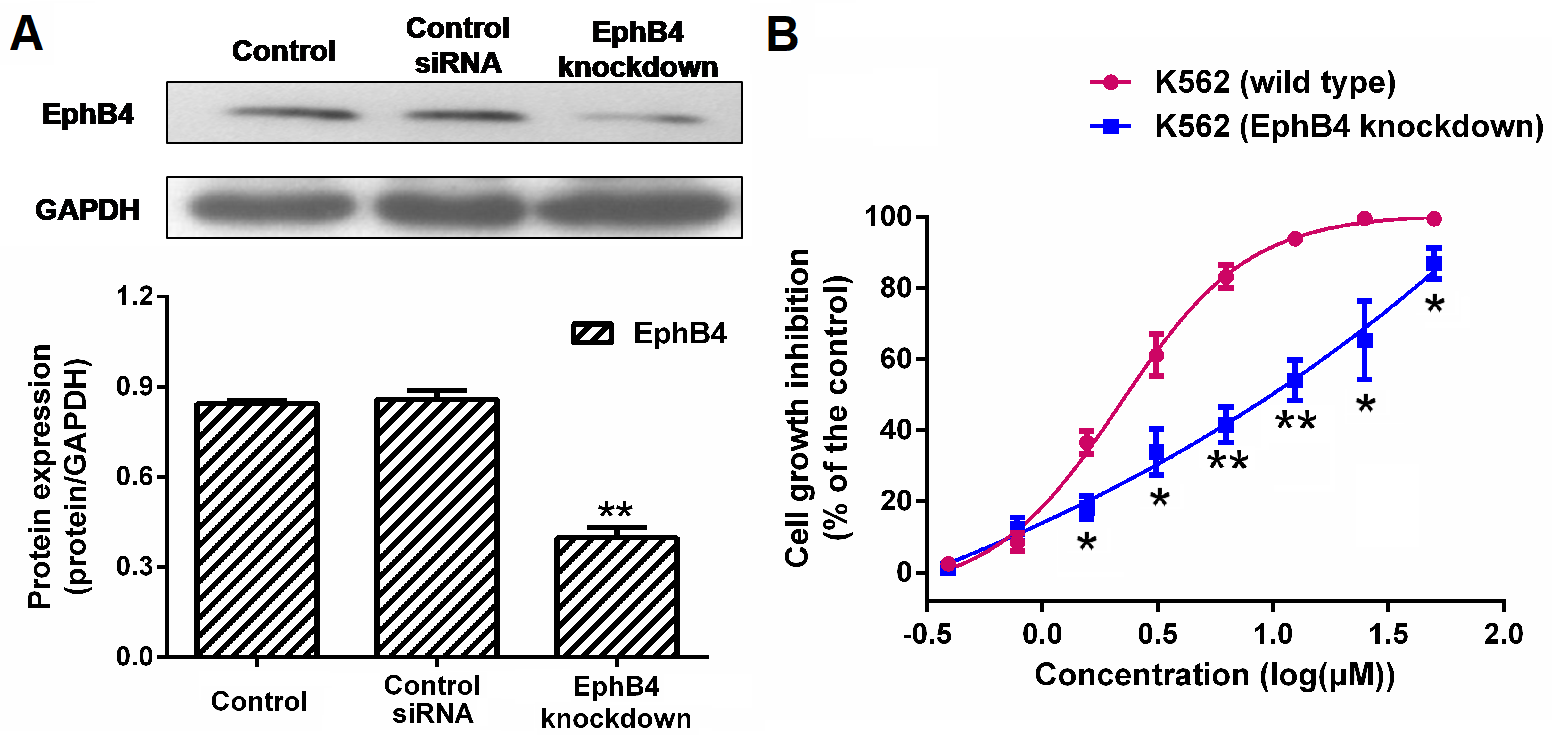

**Fig. S16** The role of EphB4 in the biological activity of vandetanib treatment. (A) EphB4 protein expression in wild‑type, Control siRNA, EphB4 knockdown K562 cells were determined by western blot analysis. Cells transfected with a control siRNA construct served as negative controls. Samples are derived from the same experiment, and blots were processed in parallel. (B) An MTT assay was used to evaluate the effect of vandetanib on cell proliferation in wild‑type and EphB4 knockdown K562 cells. * *p* < 0.05, ** *p* < 0.01 versus the control. Data represents the means ± SEM (n=3).

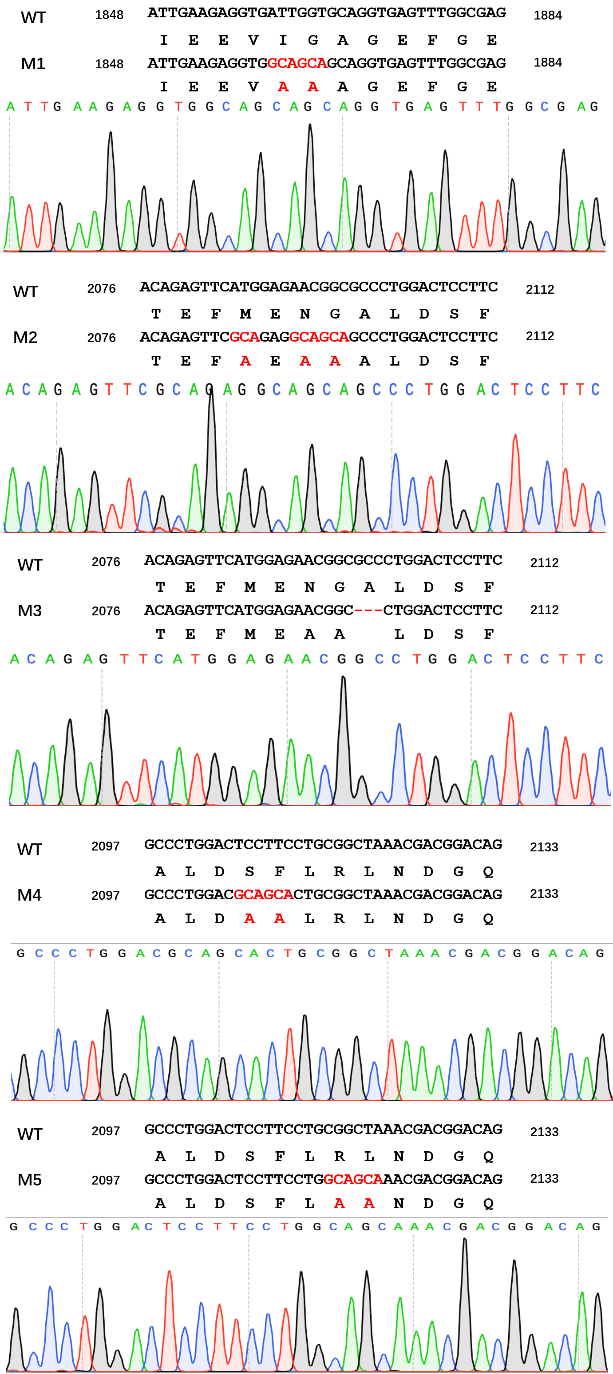

**Fig. S17** Sanger sequencing data of five point-mutation lines(M1-M5) and the corresponding WT sequences. The point-mutations of EphB4: M1, I14A, G15A; M2, M83A, N85A, G86A; M3, A87Del; M4, S90A, F91A; M5, R93A, L94A.

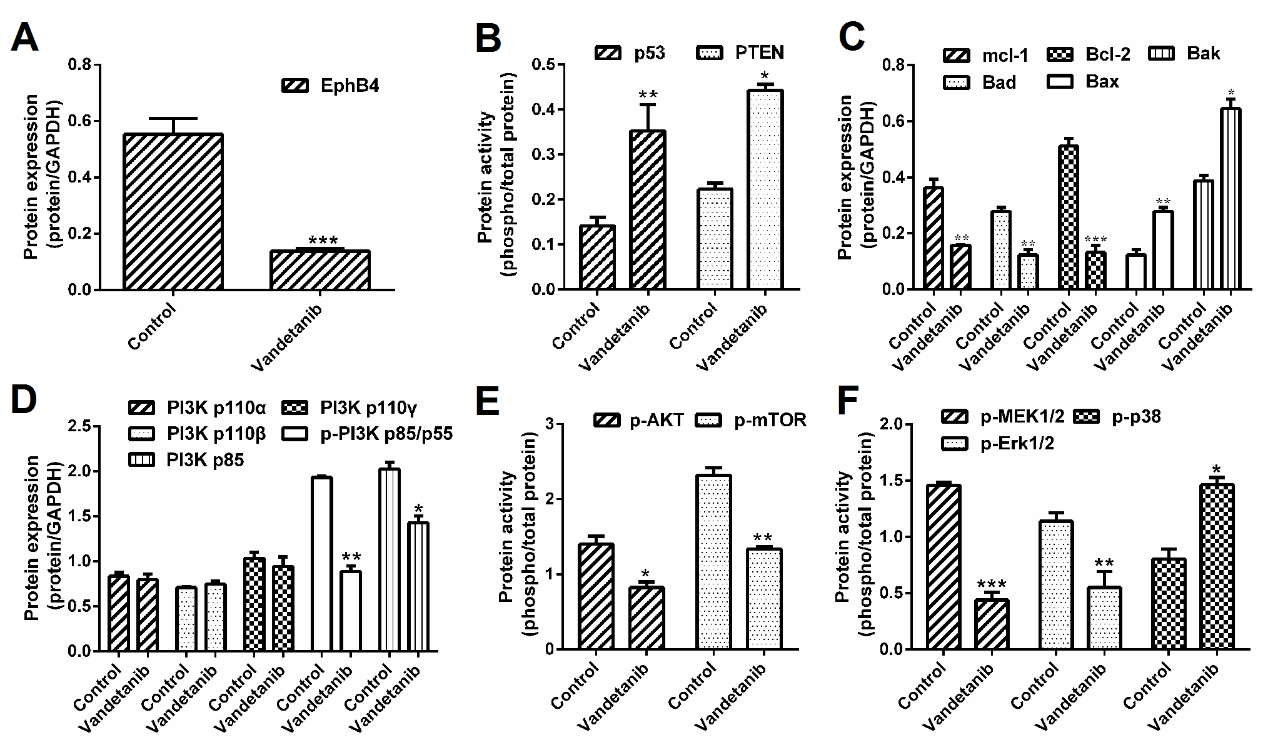

**Fig. S18** The results of western blot were quantified by densitometry analysis of the bands and normalization to GAPDH. **(A)** EphB4 protein in K562 tumor tissues. *** *p* < 0.001 versus the control. **(B)** The p53 and PTEN protein in K562 tumor tissues. * *p* < 0.05, ** *p* < 0.01 versus the control. **(C)** Apoptosis related protein in K562 tumor tissues. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus the control. **(D)** PI3K-p110α, PI3K-p110β, PI3K-p110γ, p-PI3K-p85/p55 and PI3K-p85 in K562 tumor tissues. * *p* < 0.05, ** *p* < 0.01 versus the control. **(E)** AKT and mTOR in K562 tumor tissues. * *p* < 0.05, ** *p* < 0.01 versus the control. **(F)** phosphorylation of MEK1/2, Erk1/2 and p38 in K562 tumor tissues. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 versus the control. Data represents the means ± SEM (n=3).

**2. Supplementary Tables**

**Table S1** The information about the antibody used in western blot assay

| Antibody name | Polyclonal/  monoclonal | Source | Catalog No./  clone No. |
| --- | --- | --- | --- |
| mcl-1 | monoclonal | Protein Technology Group | 16225-1-AP |
| Bad | monoclonal | Protein Technology Group | 10435-1-AP |
| Bcl-2 | monoclonal | Protein Technology Group | 12789-1-AP |
| Bax | monoclonal | Protein Technology Group | 50599-2-lg |
| Bak | monoclonal | Cell Signaling | 12105 |
| EphB4 | monoclonal | Cell Signaling | 14960 |
| p-EphB4 | monoclonal | Affinity Biosciences LTD | AF8432 |
| p38 | monoclonal | Cell Signaling | 8690 |
| p-p38 | monoclonal | Cell Signaling | 4511 |
| p53 | monoclonal | Cell Signaling | 2527 |
| PTEN | monoclonal | Cell Signaling | 9188 |
| Rac1 | monoclonal | Cell Signaling | 4651 |
| Erk1/2 | monoclonal | Cell Signaling | 4370 |
| p-Erk1/2 | monoclonal | Cell Signaling | 3510 |
| MEK1/2 | monoclonal | Cell Signaling | 3958 |
| p-MEK1/2 | monoclonal | Cell Signaling | 9154 |
| AKT | monoclonal | Cell Signaling | 4691 |
| p-AKT | monoclonal | Cell Signaling | 9611 |
| mTOR | monoclonal | Cell Signaling | 2983 |
| p- mTOR | monoclonal | Cell Signaling | 5536 |
| PI3K p85 | monoclonal | Cell Signaling | 4292 |
| p-PI3K p85 | monoclonal | Cell Signaling | 4228 |
| PI3K p110α | monoclonal | Cell Signaling | 4255 |
| PI3K p110β | monoclonal | Cell Signaling | 3011 |
| PI3K p110γ | monoclonal | Cell Signaling | 4252 |
| GAPDH | monoclonal | Protein Technology Group | 10494-1-AP |
| goat anti-rabbit IgG | monoclonal | Protein Technology Group | 10285-1-AP |

**Table S2** Primers sequences

| Primers | Sequence |
| --- | --- |
| Human GAPDH | F: 5'-GCACCGTCAAGGCTGAGAAC-3'  R: 5'-TGGTGAAGACGCCAGTGGA-3' |
| Human EphB4 | F: 5'-CAGGAACATCACAGCCAGAC-3'  R: 5'-CAGGACCAGGACCACACC-3' |
| Mouse GAPDH | F: 5'-AGGTTGTCTCCTGCGACTTCA-3' |
|  | R: 5'-TGGTCCAGGGTTTCTTACTCC-3' |
| Mouse EphB4 | F: 5'-TATGCCACGATACGCTTCAC-3' |
|  | R: 5'-CGCTTCCGAGTCAGATGTTC-3' |

**Table S3** Primers and oligos sequences

| Primers/oligos | Sequence |
| --- | --- |
| EphB4-Crispr-1 | F：caccGAAGAGGTGCAGGGATAGCA  R：aaacTGCTATCCCTGCACCTCTTC |
| EphB4-Crispr-2 | F：caccGGGCGCACTTTTTGTAGAAG  R：aaacCTTCTACAAAAAGTGCGCCC |

**Table S4** The K562 cell growth inhibition by compounds (10 μM) screened in this study

| Compounds | Inhibition rate (%, 10 μM) | | | Compounds | Inhibition rate (%, 10 μM) | | Compounds | | Inhibition rate (%, 10 μM) | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| vandetanib | | 99.71 | arteannuic acid | | | -69.83 | | pazopanib | | 76.24 |
| afatinib | | 78.59 | artemisinin | | | -161.25 | | cabozantinib | | 90.10 |
| lapatinib | | 98.79 | imperatorin | | | -7.73 | | fenoterol | | -62.04 |
| sorafenib | | 73.38 | isoimperatorin | | | -85.88 | | terbutaline | | -58.17 |
| sunitinib | | 73.47 | dictamnine | | | -0.51 | | salbutamol | | -65.78 |
| erlotinib | | 3.52 | salvianolic acid B | | | -40.83 | | tuloterol | | -24.54 |
| regorafenib | | 8.49 | cyproheptadine | | | -38.42 | | clorprenaline | | -36.16 |
| nilotinib | | 71.70 | xanthotoxin | | | -42.22 | | bambuterol | | -43.13 |
| gefitinib | | -93.35 | sinomenine | | | -4.70 | | salmeterol | | -72.70 |
| practolol | | -62.13 | psoralen | | | -51.46 | | maraviroc | | -56.26 |
| sotalol | | -52.78 | metipranolol | | | -26.75 | | bupropion | | -48.47 |
| tamsulosin | | -35.24 | brevibloc | | | -12.58 | | domperidone | | -38.58 |
| doxazosin | | -84.45 | nifedipine | | | 6.88 | | amantadine | | -58.77 |
| terazosin | | -57.01 | nimodipine | | | -69.66 | | valaciclovir | | -63.89 |
| alfuzosin | | -37.25 | nitrendipine | | | -26.35 | | zidovudine | | 10.33 |
| phentolamine | | -43.12 | nicardipine | | | -74.23 | | sustiva | | -40.09 |
| berberine | | 49.80 | amlodipine | | | -59.79 | | saquinavir | | -30.40 |
| dihydroberberine | | 30.63 | baicalin | | | -30.98 | | acyclovir | | -42.56 |
| homoharringtonine | | 68.69 | diphenhydramine | | | -37.90 | | indinavir | | -52.19 |
| rhynchophylline | | -47.32 | chlorpheniramine | | | -42.86 | | nevirapine | | -46.95 |
| proguanil | | -7.92 | mizolastine | | | -89.13 | | oseltamivir | | -47.65 |
| salvianolic acid A | | -32.30 | doxepin | | | -54.91 | | valsartan | | -32.43 |
| brucine | | -63.48 | salvianolic acid C | | | -2.73 | | telmisartan | | -8.14 |
| cryptotanshinone | | -72.92 | azelastine | | | -74.26 | | losartan | | -72.89 |
| morphine | | -46.72 | dopamine | | | -62.26 | | candesartan | | -49.70 |
| heroin | | -30.23 | olanzapine | | | -53.49 | | irbesartan | | -56.40 |
| ciprofloxacin | | -3.17 | quetiapine | | | -46.23 | | olmesartan | | -34.82 |
| codeine | | -63.96 | verapamil | | | 66.00 | | lidocaine | | -38.48 |
| thebaine | | -58.34 | hydroxysafflor | | | -61.07 | | ephedrine hydrochloride | | -29.00 |
| pethidine | | -43.68 | quercetin | | | -58.40 | | isoliquiritigenin | | -122.99 |
| methadone | | -33.43 | sophocarpidine | | | -62.65 | | neohesperidin | | -49.43 |
| arteannuin b | | -8.46 | tetrahydropalmatine | | | -83.41 | | emodin | | 6.90 |
| vanillin | | -86.16 | cyasterone | | | -50.56 | | hedera helix | | -52.41 |
| arctiin | | -62.65 | bupleurin A | | | 28.49 | | osthole | | -21.25 |

**Table S5** The IC_50_ of TKIs in K562 cells and H9 cells

| Compounds | IC_50_ (μM) | |
| --- | --- | --- |
|  | K562 cells | H9 cells |
| Vandetanib | 2.18±1.07 | 11.24±1.08** |
| Afatinib | 8.62±1.09^##^ | 22.59±1.03** |
| Lapatinib | 7.69±1.03^##^ | 16.00±1.04** |

Note: **p*< 0.05, ***p*< 0.01 versus the K562 group. ^#^*p*< 0.05, ^##^*p*< 0.01 versus the vandetanib group.

**Table S6** The IC_50_ of vandetanib in K562 cells, MEG-01 cells and H9 cells

| Time | IC_50_ (μM) | |  |
| --- | --- | --- | --- |
|  | K562 cells | H9 cells | MEG-01 cells |
| 24 h | 43.31±2.14 | 17.19±1.05** | 1.94±1.26** |
| 48 h | 2.18±1.07 | 11.24±1.08** | 1.46±1.07 |
| 72 h | 0.90±0.50 | 8.57±3.67* | 0.82±0.68 |

Note: **p*< 0.05, ***p*< 0.01 versus the K562 group.

**Table S7** The *K*_D_ values of TKIs interacting with EphB4 by SPR analysis

| Compounds | *K*_D_ value (μM) | |
| --- | --- | --- |
|  | ag10042 | ag16996 |
| Vandetanib | 1.48 | 4.65 |
| Afatinib | 3.87 | 3.75 |
| Lapatinib | 5.40 | 12.14 |
| NVP-BHG712 | 3.85 | 4.75 |

**Table S8** The IC_50_ of TKIs on EphB4 kinase activity by kinase assay

| Compounds | IC_50_ (nM) |
| --- | --- |
| Vandetanib | 68.33±1.03 |
| Afatinib | 1708±1.04*** |
| Lapatinib | >100000*** |
| NVP-BHG712 | 349.30±1.06*** |

Note: ****p*< 0.001 versus the vandetanib group.

**Table S9** The predicted binding free energies and the individual energy components computed by MM/PBSA method (neglecting the configurational entropy, kcal/mol)

| Complex | ∆*E*_ele_ | ∆*E*_vdw_ | ∆*G*_np_ | ∆*G*_ele_ | ∆*G*_solv_ | ∆*G*_bind_ |
| --- | --- | --- | --- | --- | --- | --- |
| EphB4-vandetanib | -9.35  ±3.43 | -32.95  ±4.11 | -4.95  ±0.49 | 11.11  ±2.28 | 15.50  ±3.15 | -26.80  ±3.70 |

**Table S10** The IC_50_ of vandetanib in K562 cell line and other mutant sublines

| Cell lines | IC_50_ (μM) |
| --- | --- |
| K562-WT | 2.05±1.08 |
| K562-KO | 3.94±1.08 |
| K562-Rescue | 1.61±1.09 |
| K562-M1 | 1.93±1.08 |
| K562-M2 | 1.71±1.08 |
| K562-M3 | 1.10±1.09 |
| K562-M4 | 2.59±1.07 |
| K562-M5 | 2.94±1.08 |

How the deposited data were processed for this re-analysis (not part of the article)

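RNA of K562 cells treated with 0 or 1.56 μM vandetanib for 48 h was measured in 3 control and 3 vandetanib samples, each sample column being 1 replicate of its group. The labels number the replicates 1 to 3 in each group, but nothing states that equal numbers share a day or culture, or that the replicates are separate cultures, so the groups were compared without pairing. The labels name RNAfast200 for RNA extraction where the paper's methods name Trizol. The paper's methods state alignment with hisat2, normalization of read counts and a comparison with DEGSeq and edgeR at an absolute log2 fold change over 1 and an FDR under 0.05; the submitters' processing notes give HISAT2 2.0.4 and build hg19 (GRCh37). The deposited signal values were made by the authors: an abundance per Ensembl transcript, divided by transcript length and scaled per sample, like an FPKM or TPM, with the unit, the quantifier and the annotation release not stated. The deposited tables also hold the authors' p-value and FDR, their ratio of the groups (fold change) and a geometric mean per group; these were used only where a sentence names them. Every listed transcript has a p-value under 0.05 in the authors' deposited table, with an FDR of up to 0.27, and transcripts outside that selection are not analysed here. The mRNA table lists 3380 transcripts of 3194 genes and the noncoding table 1132; 99.8% and 92.2% of their gene identifiers were matched to the GRCh38 annotation, from which positions are given.

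Each table was fitted alone with limma 3.58.1 (eBayes with trend) in R 4.3.3 on log2(value + 1), over transcripts with a mean of at least 0.5 over the 6 samples, a minimum that removed none. P-values were adjusted by Benjamini-Hochberg over each table, and a transcript was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Because the listed transcripts were selected on the same comparison, neither this adjustment nor one over a list controls the share of false calls. Since the values are not counts, no count model was fitted. Single values per sample were compared by an exact two-sided permutation test, whose smallest p with 3 against 3 is 0.1. Samples were clustered by average linkage on 1 minus Pearson correlation. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest. Tested on simulated data with the same group sizes and spread, the mRNA fit called 13% of 100 transcripts changed by 2 on the log2 scale. It called 64% of 100 changed by 4, and 0.786% of unchanged transcripts, which is 25 false calls beside 13 and 64 true ones. The noncoding fit called 2% and 36%, with 7 false calls. The simulated values had no floor, while many vandetanib values are 0, so these shares need not hold for the data.

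Read numbers and library totals are not stated for the samples. In each vandetanib sample, products of value and transcript length repeat: 416, 509 and 477 values share the most common product, and 50.9%, 61.4% and 61.8% lie on multiples of 0.5 of it (within 0.01 of the product, 4% by chance), against 3.76% to 4.84% in the control samples. Taking this product as 1 read puts a transcript's pooled vandetanib reads beside the number that the control mean predicts, with an exact Poisson test at p under 0.001.

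The genes named follow a rule set before the data were examined: the genes the paper names for this measurement and those of Fig. 3A and 3E; the 10 largest called changes in each direction among mRNA transcripts above 0 in all 6 samples whose groups do not overlap, and 5 for the noncoding table; transcripts at 0 in all samples of one group (none was listed); up to 4 members with the smallest p in each of 34 gene lists; a list of known noncoding RNAs; and the 10 highest means of each table. RPL10 and LINC00534 of the noncoding table were named after their values were seen. Some genes that the rule names are not reported here. The alternatives were quantile normalization, median centring, other filters and pseudocounts, a replicate block, array weights, no fold threshold, the authors' FDR and leaving out each sample; a shift of each group by the authors' geometric means, totals without the 10 highest transcripts, a choice of transcripts by control level and a new adjustment of the authors' p-values were chosen after seeing the data. The group shift pairs each of the authors' means with the samples of the other name, and the pairing by printed names was not run. Set tests against the rest of the table were left out because the tables hold only transcripts selected as changed, and counts per list are given instead.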

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

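The comparison of read numbers with the control mean, the sums over a gene's transcripts, the totals without the 10 highest transcripts, the choice of transcripts by control level and the correlations with the authors' group means are tests chosen after the result was seen.

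The paper's text does not discuss noncoding transcripts as a set, though RAC1, which it names, is listed only in the noncoding table. In that table limma called 8 of 1132 transcripts between vandetanib and control (121 at an unadjusted p under 0.05), 4 higher and 4 lower. The 4 higher ones were MTND2P28-001, a pseudogene copy of the mitochondrial gene MT-ND2 (log2 fold change 9.33, adjusted p = 0.0464), and retained-intron transcripts of the cytokine gene MIF (4.97, adjusted p = 0.0464) and the ribosomal genes RPL17 (4.84, adjusted p = 0.0464) and RPS28 (4.63, adjusted p = 0.0384), each higher in 3 of 3 vandetanib samples. The 4 lower ones were retained-intron transcripts of EEF1A1 (-6.90), RPL10 (-6.43) and MCM7 (-5.40) and the noncoding RNA LINC00534 (-5.25); RPL10 and LINC00534 were named after their values were seen. Of the higher ones, MTND2P28-001 may share reads with MT-ND2, so a rise of its own is not shown. Pooled vandetanib reads were 4.1 for RPL17, 8.5 for MIF and 9.0 for RPS28. The control means predict 0.083, 0.22 and 0.28. The count of calls is 1, 7 and 1 without control replicate 1, 2 or 3, and 470, 232 and 241 without vandetanib replicate 1, 2 or 3.

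Among mRNA transcripts of genes the paper does not discuss, called increases with a value above 0 in all 6 samples include those of MT2A (log2 fold change 5.42) and EEF1A1 (4.74), each higher in 3 of 3 vandetanib samples; the call of MT2A was lost without control replicate 1, 2 or 3, and that of EEF1A1 without control replicate 1 or 2 or vandetanib replicate 3.

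The 6 samples make 10 splits of 3 against 3, too few for a share under 0.05. Of the 10, the real one called 88 mRNA transcripts, with 0 as the highest of the others. It called 8 noncoding transcripts, with 2 as the highest of the others. Every listed transcript was selected by the authors at a p-value under 0.05 between the real groups. This favors the real split in advance, so the splits are no test of chance.

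As deposited, more mRNA transcripts were lower than higher in vandetanib, 733 of the 1062 above 0 in all 6 samples. Over all 3380, the majority was lost after quantile normalization (1615 lower) and kept after median centring (2462 lower). Chance in counting few reads is argued against as the whole cause: 394 transcripts had fewer reads than the control mean predicts at an exact Poisson p under 0.001, where chance gives 24.5, and 167 with the value of 1 read doubled. Whether a few transcripts, which took 39.1%, 64.5% and 53.9% of the mRNA sum in the vandetanib samples and 5.31%, 9.12% and 5.60% in the controls, press the others down stays open. With every sample scaled to its total without the 10 highest transcripts, 40.9% of the 1062 were lower, but being above 0 in every vandetanib sample favors higher transcripts; 70.8% of the whole table and 85.9% of 185 transcripts chosen by at least 30 reads predicted from the control mean were still lower, but that choice favors lower transcripts (95.1% as deposited), so neither set decides. An effect of vandetanib on the level of these transcripts or of the rest stays open and was not tested, since the share differs between the groups.

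In 296 of 539 genes with more than 1 listed transcript, the transcripts went opposite ways, as for EEF1A1. Counting few reads, as the Poisson test models it, is argued against as the whole cause. Of the 328 higher transcripts, 93 had more reads than predicted at an exact Poisson p under 0.001, where chance gives 24.5. The test pools the libraries, so an excess in 1 library passes it too, and counting noise beyond Poisson was not tested. Among all transcripts with such an excess, 64 of 164 mRNA and 28 of 99 noncoding ones exceeded the prediction in each library. Counting few reads may still account for much of the pattern: 182 of the 328 were above 0 in only 1 vandetanib library and 66 in all 3, with a median of 1.93 reads, and 2 genes were called both ways. Whether the reads of a gene were divided differently among its transcripts stays open: added up, 111 of the 296 genes still differed by more than 1 on the log2 scale, and transcripts outside the tables are not analysed here. A change of transcript use with vandetanib was not tested.

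In the authors' deposited table the fold change ran opposite to the sample columns for 3015 of 3380 mRNA transcripts. A difference in scaling alone is argued against as the cause, since a constant scale leaves correlations across transcripts unchanged. The mean named for vandetanib in the authors' deposited table correlated across transcripts at 0.979 with the control samples, more than with the vandetanib samples. An exchange of the group names between the authors' means and the sample columns is in line with the other pair: the mean named for control in the authors' deposited table correlated at 0.683 with the vandetanib samples and at 0.385 with the control samples. With the names exchanged, the mRNA means and samples still differ by a net log2 shift of -1.80 of vandetanib against control. A scaling difference beside an exchange is therefore not argued against. The values do not show which of the names are right. MCL1 in Fig. 3A, read by eye, and the MCL-1 protein, which the paper reports as lower, run the way of the sample columns, which every direction here follows. RAC1, which the paper also reports as lower, has fold changes of 0.12 and 0.35 in the authors' deposited table, lower for vandetanib by its group names. No biological explanation was tested.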

How the results depend on the processing

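The shift by the authors' geometric means, totals without the 10 highest transcripts, the authors' p-values adjusted again, a choice of transcripts by control level and the counts of transcripts lower in vandetanib were chosen after seeing the data. Of 92 transcripts named, 32 were called, and all 32 kept their direction under every alternative that tested them (filters leave some out), though not their side of the threshold: 31, 28 and 29 of the 32 lost their call without control replicate 1, 2 or 3, 32 with array weights, 21 and 22 with pseudocounts 0.1 and 0.01, and 11 with totals without the 10 highest transcripts. RAC1 (ENST00000473564) turned to -1.30 without vandetanib replicate 2 (up to 1.25 leave-one-out) and MYC (ENST00000524013) to -1.83 without vandetanib replicate 1 (up to 1.18), the 1 vandetanib sample with a value above 0 in each case, so that only 0 remains where the control mean predicts under 1 read.

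Of mRNA transcripts, 88 were called; 187 with only those above 0 in all 6 samples (1062 tested), 16 and 21 with pseudocounts 0.1 and 0.01, 312 with pseudocount 5, 206 with a replicate block (pairs by number), 0 with array weights (limma, 903 at an unadjusted p under 0.05), 2655 with the group shift, 41 with totals without the 10 highest transcripts, 1238 with the FDR of the authors' deposited table and 2104 with the p-values of the authors' deposited table adjusted again. Leave-one-out gave 0 to 1095; the median pooled SD was 1.31 without control replicate 1 or 2 and 0.611, 0.733 and 0.723 without vandetanib replicate 1, 2 or 3, against 1.09 with all samples. Quantile normalization gave 92, median centring 83 and a mean of at least 5 97; no filter and no fold threshold changed nothing. Of noncoding transcripts, 8 were called; 166 with quantile normalization, 15 with median centring, 18 with a mean of at least 5, 47 with those above 0 in all 6 samples, 3 and 1 with pseudocounts 0.1 and 0.01, 6 with pseudocount 5, 32 with the block, 0 with array weights (limma, 124 at an unadjusted p under 0.05), 219 with the group shift, 14 with totals without the 10 highest transcripts, 248 with the authors' FDR, 512 with the authors' p-values and 1 to 470 leave-one-out. Lower in vandetanib were 2765 mRNA transcripts, 1615 with quantile normalization and 2572 to 2766 leave-one-out, and 574 noncoding ones, 951 with median centring, 948 and 990 with pseudocounts 0.1 and 0.01, 961 with the group shift and 543 to 684 leave-one-out. Over the gene lists, 11 mRNA members were called, 37 with the block, 25 with those above 0 in all 6 samples and 0 to 82 leave-one-out; of noncoding members 4, 16, 13 and 0 to 58. With transcripts above 0 in all 6 samples, 6 of 6 samples clustered with their group in both tables. Over all mRNA transcripts the count was 5, also with Spearman, Euclidean distance and pseudocount 0.1. Over all noncoding transcripts it was 4 each time, but there 1 vandetanib sample stood apart from all the rest. That count thus does not mean that 4 samples grouped by treatment. The sample apart was vandetanib replicate 2, or replicate 1 with Spearman and replicate 3 with Euclidean distance. A single vandetanib sample carried over 90% of the sum for 1168 mRNA and 746 noncoding transcripts, 702 and 489 at a mean of at least 5, where fewer are tested. Why the counts moved was not tested otherwise. DESeq2 and edgeR were not run, as the values are not counts, nor were camera and fry, as the tables hold only selected transcripts. At a median of 1 to 1.5 reads per value above 0 in vandetanib samples, single low values carry little.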

Differences from the paper's values

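The paper's text states no number for this RNA measurement, so only its statements on genes and groups are set beside the values, and no test here was chosen after seeing them unless named.

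The paper states that RAC1 went down; here its 2 noncoding transcripts had log2 fold changes of 0.40 and -0.24 (adjusted p = 1 for both, limma), and among the vandetanib samples both were above 0 in replicate 2 alone. Both were called lower without vandetanib replicate 2 (-1.30, adjusted p = 0.0146, and -1.79, adjusted p = 0.0147), when only values of 0 remain where the control means predict 0.110 and 0.198 reads over the 3 libraries, so these calls follow from leaving that sample out. In Fig. 3A, read by eye, RAC1 is high in 1 vandetanib column. The fold changes of the authors' deposited table are 0.12 (its FDR 0.0618) and 0.35 (its FDR 0.266). By its own group names these are lower for vandetanib, the direction that the paper states. The p-values of the authors' deposited table adjusted again, chosen after seeing the values, give 0.0136 and 0.0493 for the RAC1 transcripts, with log2 fold changes short of the threshold of 1.

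The paper states that MCL-1 went down; here both MCL1 transcripts were lower, at -1.40 (adjusted p = 0.327) and -3.92 (adjusted p = 0.129), and neither was called. The coding transcript was called lower with the FDR of the authors' deposited table (0.0167), set before the data were examined, and with 2 alternatives chosen after seeing the values, the group shift (-2.71, adjusted p = 0.0110) and the p-values of the authors' deposited table adjusted again (0.00272); the group shift does not call RAC1. The direction of these calls is that of the sample columns: the fold change of the authors' deposited table is 5.24 for the coding and 32.45 for the noncoding transcript, higher for vandetanib by its own group names. The noncoding transcript was called lower with quantile normalization (-3.71), with the FDR of the authors' deposited table (0.0064) and without vandetanib replicate 1, 2 or 3 (-3.75, -3.75 and -4.25). The group shift (-4.95, adjusted p = 0.0125) and the p-values of the authors' deposited table adjusted again (0.00217) called it lower too. Totals without the 10 highest transcripts, also chosen after seeing the values, called neither transcript (-0.82, adjusted p = 0.693, and -3.60, adjusted p = 0.279). Pooled vandetanib reads were 1.81 for the coding and 0.0400 for the noncoding transcript. The control means predict 4.43 and 2.66 (exact Poisson p for fewer reads, 0.182 and 0.0697). Without vandetanib replicate 3, only values of 0 remain for the noncoding transcript.

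The paper states from clustering that expression patterns differed between the groups (Fig. S7), which is not a count of samples; here 5 of 6 samples clustered with their group over all mRNA transcripts and 6 of 6 over those above 0 in all 6 samples, an alternative set before the data were examined. Transcripts selected for a difference between the groups favor such a grouping in advance, so neither count tests the separation. The thresholds of the paper's methods were used for calls, but the paper's text gives no count of changed transcripts.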

Other observations

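The relation of fold change to transcript length, the group shift by the authors' geometric means and the totals without the 10 highest transcripts are tests chosen after the data were seen.

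Of 17 mRNA transcripts of erythroid genes, which K562 cells express, 12 (70.6%) were lower in vandetanib, where 81.8% of the table was. After quantile normalization 12 were lower too, where 47.8% of the table was, so the order of the 2 shares depends on the scaling; the other 3 scalings left 11 to 15 lower. TFRC, the transferrin receptor that brings in iron, had 307 ± 58.1 in control and 85.2 ± 50.7 in vandetanib (SD, n = 3 each; log2 fold change -1.99, adjusted p = 0.0856 from limma). None of the 17 was called over the table (limma, 8 at an unadjusted p under 0.05) or when adjusted over the list alone, and TFRC was called lower without vandetanib replicate 1. BCR, the partner of ABL1 in the fusion of this line and the only listed member of the kinases and fusion genes set in advance, had 45.3 ± 1.90 and 10.9 ± 6.59 (SD, n = 3 each; log2 fold change -2.18, adjusted p = 0.107 from limma), lower in 3 of 3 vandetanib samples and under all 4 other scalings. It was called when adjusted over the list alone, which holds 1 listed transcript, and without vandetanib replicate 1 (adjusted p = 0.0341) or 2 (adjusted p = 0.0278). Among 16 transcripts of nuclear genes of oxidative phosphorylation, 11 (68.8%) were lower, below the table's share, 9 (56.2%) after quantile normalization, above it, and 11 to 15 under the other scalings, with 0 called over the table or when adjusted over the list alone (limma, 6 at an unadjusted p under 0.05).

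Genes with long transcripts were lower in 24 of 29 cases (82.8%, about the 81.8% of the table), in 16 after quantile normalization and in 20 to 27 under the other scalings. PRKDC, a kinase of DNA repair, had 77.8 ± 13.2 in control and 19.3 ± 8.23 in vandetanib, and the inhibitor of apoptosis BIRC6 had 28.5 ± 5.87 and 5.82 ± 3.04 (SD, n = 3 each), with log2 fold changes of -2.04 and -2.20. None was called over the table (limma, 10 at an unadjusted p under 0.05), and 4 were called lower when adjusted over the list alone. Across all mRNA transcripts, Spearman's rho of fold change and transcript length was 0.029, but in 4 equal groups by length 31.4% of the shortest were higher in vandetanib, 15.9% of the next and 12.8% of each of the 2 longest. The rho was -0.417 across noncoding transcripts (transcripts are not independent replicates). Of 15 transcripts of known noncoding RNAs, 10 were lower (66.7% against 50.7% of the noncoding table; 6 to 13 under the other scalings). A short transcript of the nuclear RNA MALAT1 (ENST00000618132) had 909 ± 447 in control and 30.0 ± 52.0 in vandetanib (SD, n = 3 each; log2 fold change -7.56, adjusted p = 0.0799 from limma; called without control replicate 2 or vandetanib replicate 1, adjusted p = 0.0487 and 0.00321), while the long one (ENST00000534336) had 194 ± 139 and 163 ± 77.3 (SD, n = 3 each). RMRP, the RNA of a nuclear ribonuclease, was above 0 in control replicate 2 alone among the controls, at 35899, and at 6868, 5093 and 5532 in the vandetanib samples. Without control replicate 2, which alone among the controls had MT-ND2 too, the remaining controls are at 0 and a call of RMRP as higher follows from leaving that sample out. Of the Eph receptors and ephrins, a retained-intron transcript of EPHB6 was listed, with 1.77 ± 2.40 and 3.10 ± 3.23 (SD, n = 3 each), lower in vandetanib after median centring and after the group shift; no other member is analysed here.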
